# Class I HDAC inhibition reduces DNA damage repair capacity of *MYC*-amplified medulloblastoma cells

**DOI:** 10.1007/s11060-023-04445-w

**Published:** 2023-10-03

**Authors:** Johanna Vollmer, Jonas Ecker, Thomas Hielscher, Gintvile Valinciute, Johannes Ridinger, Nora Jamaladdin, Heike Peterziel, Cornelis M. van Tilburg, Ina Oehme, Olaf Witt, Till Milde

**Keywords:** Medulloblastoma, MYC, DNA-damage, HDAC, Synergy

## Abstract

**Purpose:**

*MYC*-driven Group 3 medulloblastoma (MB) (subtype II) is a highly aggressive childhood brain tumor. Sensitivity of *MYC*-driven MB to class I histone deacetylase inhibitors (HDACi) has been previously demonstrated in vitro and in vivo. In this study we characterize the transcriptional effects of class I HDACi in *MYC*-driven MB and explore beneficial drug combinations.

**Methods:**

*MYC*-amplified Group 3 MB cells (HD-MB03) were treated with class I HDACi entinostat. Changes in the gene expression profile were quantified on a microarray. Bioinformatic assessment led to the identification of pathways affected by entinostat treatment. Five drugs interfering with these pathways (olaparib, idasanutlin, ribociclib, selinexor, vinblastine) were tested for synergy with entinostat in WST-8 metabolic activity assays in a 5 × 5 combination matrix design. Synergy was validated in cell count and flow cytometry experiments. The effect of entinostat and olaparib on DNA damage was evaluated by γH2A.X quantification in immunoblotting, fluorescence microscopy and flow cytometry.

**Results:**

Entinostat treatment changed the expression of genes involved in 22 pathways, including downregulation of DNA damage response. The PARP1 inhibitors olaparib and pamiparib showed synergy with entinostat selectively in *MYC*-amplified MB cells, leading to increased cell death, decreased viability and increased formation of double strand breaks, as well as increased sensitivity to additional induction of DNA damage by doxorubicin. Non-*MYC*-amplified MB cells and normal human fibroblasts were not susceptible to this triple treatment.

**Conclusion:**

Our study identifies the combination of entinostat with olaparib as a new potential therapeutic approach for *MYC*-driven Group 3 MB.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11060-023-04445-w.

## Introduction

Medulloblastoma (MB) is one of the most frequent malignant brain tumors in children, accounting for around 10% of all childhood brain tumors [1]. The prognosis of MB patients is very much dependent on the molecular subgroup of the tumor (WNT, SHH, Group 3 and Group 4) [2, 3]. Group 3 and Group 4 tumors show a profound molecular heterogeneity and can be classified into 8 subtypes [4]. Patients with Group 3 MB tumors with high expression of the oncogenic transcription factor MYC (subtype II) [4] show poor survival rates despite highly aggressive treatment. New treatment approaches for this high-risk subset of patients are urgently needed [5].

We and others have previously shown that group 3 MBs have an aberrantly high expression of class I histone deacetylase 2 (HDAC2) [6, 7] and that *MYC*-amplified group 3 MB cells are highly sensitive to class I HDAC inhibition in vitro and in vivo [6, 8]. The cytotoxic effect of class I HDACi in *MYC-*amplified MB is partially mediated by inhibition of HDAC2 in the MYC-HDAC2-protein complex leading to reduced MYC protein turnover and to an alteration of MYC chromatin binding patterns inducing an altered expression of MYC regulated genes [9].

HDACis are established drugs for the treatment of hematological malignancies, currently four HDACi are FDA-approved for the treatment of T-cell lymphoma and multiple myeloma [10]. However, in solid tumors single agent HDACi fail to achieve significant anti-tumor effects in clinical trials [11]. It has become clear that a lack of knowledge on the molecular downstream effect of HDAC inhibition and lack of biomarkers for patient selection are currently impeding the translation of promising preclinical findings into clinical application [12]. It may be that combination therapies will increase the clinical efficacy of HDACis in solid tumors [13].

In this study, we investigate alterations of gene expression in response to class I HDAC inhibition in *MYC*-amplified MB cells to identify affected pathways. Clinically advanced compounds that target these pathways are evaluated for synergistic interaction with entinostat.

## Materials and methods

### Pediatric MB cell lines and culture conditions

HD-MB03 is a cell line established in our laboratory [14]. The MB cell lines ONS76: CVCL_1624, UW228-2: CVCL_0572, MED8A: CVCL_M137, D425: CVCL_1275 [6], as well as the non-transformed human foreskin fibroblast cell line VH7 [15] were obtained and cultured as previously mentioned. All cell lines were authenticated using Multiplex Cell Line Authentication (MCA) and tested for contamination by Multiplex cell Contamination Testing (McCT) by Multiplexion (Heidelberg, Germany) as described before [9]. Cultured cells were checked weekly with PlasmoTest™- (InvivoGen) and monthly with Venor® GenM Classic—(Minerva Biolabs) Mycoplasma Detection Kits for mycoplasma contamination. *MYC* amplification status of cell lines were verified previously [6].

### Gene expression microarray, GSEA, pathway analysis

HD-MB03 were treated in three biological replicates for 24 h and 48 h with 1 µM entinostat or DMSO solvent control. RNA extraction was done with RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA quantity was assessed with Nanodrop ND-1000. Microarray-based gene expression profile analysis was performed at the Genomics and Proteomics Core Facility at the German Cancer Research Center (DKFZ) including sample preparation (quality control, reverse transcription, labelling and fragmentation) and data preprocessing. Sample hybridization was done on Human Genome U133 Plus 2.0 Affymetrix microarray according to the manufacturer’s instruction. After preprocessing Affymetrix CEL files were GCRMA normalized and log_2_-transformed. Differentially expressed probesets (adj. p-value < 0.05) between treatments were identified using the empirical Bayes approach based on moderated t-statistics as implemented in the Bioconductor package limma. For comparisons based on multiple time points, a time point specific effect was accounted for in the linear model by performing a two-way ANOVA. Probesets showing an over-additive effect were identified by testing the interaction between time point and treatment by preforming a two-way ANOVA with cross-effects. Gene set enrichment analysis for KEGG, reactome and GO databases was performed using the camera test. In case a gene was represented by multiple probesets, the probeset with the strongest effect was selected for Gene Set Enrichment Analysis (GSEA). P-values were adjusted for multiple testing using the Benjamini–Hochberg correction in order to control the false discovery rate. All analyses were performed with statistical software R 3.6 [16]. Visualization of functional enrichment in networks was carried out using the Cytoscape plug-in EnrichmentMap [17]. Enriched genesets of the three databases with FDR < 0.1 served as input. Assembled networks and clusters were manually re-organized for biofunctional annotation. Additionally differentially expressed genes were analyzed through the use of Ingenuity Pathway Analysis (IPA) to identify enriched canonical pathways of the IPA database (IPA core-analysis) (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) [18]. Results from Cytoscape EnrichmentMap and IPA were summarized by manual grouping into overarching pathways representing circumscribed biological functions (Suppl. Table 4).

### Drugs

The following compounds were used: entinostat (Biomol GmbH, M4693-15A.25), idasanutlin (TargetMol; T6254), olaparib (BIOZOL; S1060), ribociclib (supplier), selinexor (BioCat; T6106-TM), vinblastinesulfate (Selleckchem; S4505), doxorubicin in 0.9% NaCl (UKHD pharmacy), niraparib (Selleckchem; S2741), pamiparib (Selleckchem; S8592), veliparib (Selleckchem; S1004). The translational drug library for initial drug selection comprised 74 compounds [19].

### Metabolic activity assay

Cells were seeded in 96-well plates for dose–response investigation and matrix synergism analysis as previously reported [20], drugs were added with the D300e Digital Dispenser (Tecan). Metabolic activity was assessed after 72 h of treatment using the WST-8 based Cell counting Kit-8 (Dojindo, CK04-13) as previously reported [6].

### Synergism-antagonism matrix-treatments and computation

72 h combination treatments of entinostat with idasanutlin, olaparib, ribociclib, selinexor and vinblastine on 96-well cell culture plates included 38 treatment conditions per combination in form of a 5 × 5 checkerboard matrix, applying DMSO normalization and plate randomization [21]. The 5 × 5 concentration matrix was built applying twofold dilution series surrounding each drug’s EC50 as previously reported [21]. After 72 h of treatment metabolic activity was assessed by WST-8 assay. Entinostat dose–response-curve (DRC) shift was analyzed in the presence of a fixed dose of the investigated combination drug. Fixed dose level was set to a concentration between single drug IC20-IC50. DRC left-shift was assessed visually and assigned to increased entinostat potency (i.e. comparable effects were achieved at lower concentrations). CompuSyn software (ComboSyn Inc., Paramus, NJ, USA) was used to calculate combination index (CI) values at three constant ratio combinations including an equipotent ratio-combination (EC 50: EC 50). SynergyFinder 1.0 web application was used to calculate synergism across the whole dose–response surface applying the ZIP synergy model [21].

### Cell counts and viability assessments

Cell counts and viability were assessed using Vi-CELL™ Cell Viability Analyzer (Beckman Coulter) as previously described [6]. Treatment with 500 nM staurosporine served as control for maximal achievable effects. Combination index (CI) values were calculated using CompuSyn-Software (ComboSyn Inc., Paramus, NJ, USA).

### Protein isolation and western blot analysis

Western blots were performed as previously described [9]. The following antibodies were used: c-MYC (Abcam; ab32072; 1:5000), PARP1 (CellSignalling; #9532S; 1:5000), Rad51 (GeneTex; GTX70230; 1:5000), γH2A.X (CellSignalling; #9718; 1:2000), beta-actin (Sigma; A5441; 1:10,000). Immunodetection was done by luminescence using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare) with Azure Azure 400 imaging system (Azure biosystems).

### Cell cycle analysis and flow cytometric analysis of DNA double strand breaks

Equal amounts of cells were fixed by dropwise addition of ice-cold 70% ethanol and incubated for 2 h at 4 °C. For cell cycle analysis cells were washed in 1% BSA – PBS – 0.2% Tween20 and subsequently incubated in PI staining solution (50 µg/ml PI, 5 µg/ml RNAse in 1% BSA—PBS—0.2% Tween20) for 20 min at 37 °C under light protection. Assessment of γH2A.X was done as previously described [22]. Flow cytometric analysis was done on FACS Canto II. Data analysis was performed using FlowJo software. After doublet exclusion using a SSC-A/SSC-W plot, cell cycle phases were assigned. γH2A.X high gates were set to contain ~ 5% of cells in the untreated condition representing intrinsic DNA damage. Mean normalized fluorescence intensity was calculated and normalized as previously reported [22].

### Immunofluorescence microscopy of γH2A.X staining

Cells were seeded at a density of 30,000 per chamber into a µ-Slide 8 Well (Ibidi) 24 h before treatment. After 24 h treatment cells were washed with PBS and fixation was performed with 4% PFA for 20 min at room temperature. Fixed cells were washed with PBS, permeabilized with 0.2% Triton-X-100 in PBS for 30 min and blocked with 0.05% Triton-X-100—3% BSA—PBS for 1 h at room temperature. After incubation with γH2A.X antibody (1:200) at 4 °C overnight cells were incubated with Alexa-Fluor-488-labeled secondary antibody (ThermoFisher; A-11008; 1:400) for 2 h at room temperature and counterstained with DAPI (4′,6-Diamidin-2-phenylindol) for 10 min. Images were acquired on a Zeiss LSM 710 laser scanning confocal microscope (Oberkochen, Germany) with 40 × times magnification. Exemplary γH2A.X foci quantification was done semi-automatically using ImageJ for > 100 nuclei per condition for two biological duplicates.

### Gene expression and protein expression data of primary medulloblastoma samples, statistical analysis and graph editing

Primary mRNA [4] and protein [23] expression data were derived from publicly available datasets. All in vitro experiments were performed in at least three biological replicates. Data across biological replicates were calculated and presented as mean values ± SD. GraphPad Prism version 5.01 (GraphPad Software, La Jolla, CA, USA) for Windows was used for dose–response curve modelling and calculation of half maximal effect concentrations (EC50) applying nonlinear regression curve fitting. Treatment groups were compared using One Way ANOVA and subsequent Bonferroni multiple comparisons testing, multiplicity adjusted P values are shown. P values < 0.05 were considered significant. γH2A.X foci distribution histograms were done with GraphPad Prism version 5.01 (GraphPad Software, La Jolla, CA, USA). Heatmap visualizations were generated using MORPHEUS web application (https://software.broadinstitute.org/morpheus).

## Results

### Entinostat treatment of a *MYC*-amplified MB cell line changes the expression of genes involved in targetable pathways

To identify drugs that potentially interact synergistically with entinostat in *MYC*-amplified MB, first, we aimed to identify targetable pathways that were deregulated in response to entinostat single agent treatment (Fig. 1A). 

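HD-MB03 is a human medulloblastoma cell line with an amplified MYC gene, and entinostat inhibits class I histone deacetylases. The probe set of MYC had a mean intensity of 11260 ± 335 (SD, n = 3 arrays) in DMSO at 24 h. The log2 fold change of MYC under entinostat was 0.04 at 24 h (adjusted p = 0.6 from limma) and 0.17 at 48 h (adjusted p = 0.0163), a call lost in 2 of 12 refits that each left out 1 array. Among the class I deacetylases, HDAC1 mRNA rose by a log2 fold change of 0.44 at 24 h and 0.49 at 48 h, and HDAC3 rose by 0.63 and 0.53. HDAC8 fell, with -0.24 and -0.40. HDAC2 had 0.48 at 24 h (adjusted p = 0.0119) and 0.17 at 48 h (adjusted p = 0.393). Without entinostat replicate 2 at 24 h, another probe set represented HDAC2, and its value at 24 h was -0.27 (adjusted p = 0.051); in 2 other refits its call at 24 h was lost, and that of HDAC8 at 24 h in 2.

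Cells received 1 µM entinostat or DMSO for 24 h or 48 h, with 3 biological replicates per group. Each of the 12 RNA samples was hybridized to its own Affymetrix Human Genome U133 Plus 2.0 array. The deposited values are intensities on a linear scale that the authors had normalized between arrays, and log2 was taken here. Array medians lay between 80.7 and 81.9 and the lowest value was 36.7. A background level is thus left in every value, which makes the log2 fold changes of dim probe sets smaller. After 62 control probe sets were left out, 54613 were tested, of which 41091 carry a single gene symbol. Each of the 19775 genes was represented by its probe set with the strongest treatment effect, and the 4 groups were fitted together with limma. The first principal component held 64% of the variance and the next 9.4%. The log2 difference between the 3' and 5' probe sets of GAPDH, a sign of RNA quality, ranged from -0.18 to -0.03 over the arrays. It gave p = 0.6 between entinostat and DMSO at 24 h and p = 0.3 at 48 h (exact permutation test, two-sided, n = 3 against 3). The same exact test for ACTB gave p = 1 at 24 h and p = 0.1 at 48 h, the smallest p that 3 arrays against 3 allow, with means of -0.14 in entinostat and -0.07 in DMSO.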

The *MY*C-amplified MB cell line HD-MB03 was treated with entinostat and changes in gene expression were determined by microarray-based gene expression profiling after 24 h and 48 h (Fig. 1B). Entinostat treatment led to pronounced changes in gene expression, with 9976 differentially expressed genes (DEGs) across both timepoints (Fig. 1B). 

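After 24 h of entinostat, several probe sets that were dim in DMSO had become bright. DHRS2, a short-chain dehydrogenase, went from a mean intensity of 53.2 ± 3.57 (SD, n = 3) in DMSO to 847 ± 339 (n = 3). This is a log2 fold change of 3.92 (standard error 0.26, adjusted p = 3.55e-07), and 2.02 with its probe set of the highest mean. TUBB2B, a neuronal beta-tubulin, rose by a log2 fold change of 3.81, CCK, the precursor of the neuropeptide cholecystokinin, by 3.52, and NEFH, the heavy neurofilament chain, by 3.29. The only probe set of TUBB2B ends in _x_at, which marks those that can bind several genes. MAN1A1, a mannosidase of N-glycan trimming, and CLU, a secreted chaperone, rose by 3.17 and 2.97. The largest fall was that of MXRA5, a protein of the extracellular matrix, from 2687 ± 540 to 156 ± 21.2 (SD, n = 3 each), a log2 fold change of -4.10 (standard error 0.16, adjusted p = 7.26e-09). ARHGAP9, a GTPase-activating protein, had a log2 fold change of -2.47, RD3, a photoreceptor protein, -2.12, and KCTD15, a regulator of neural crest formation, -2.10.

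At 48 h the largest rises included SYNPR, a synaptic vesicle protein, with a log2 fold change of 3.69, and IER3, an early response gene, with 3.45. BLVRB, biliverdin reductase B, rose by 3.28 and RBP7, a retinol-binding protein, by 3.09. COL1A1, a collagen I chain, had 3.19, but the probe set with the highest mean of its 5 gave -0.15 at 24 h and -0.11 at 48 h. MXRA5 had reached -4.70, MFAP4, a microfibril protein, -2.90, USP18, a protease that removes ISG15, -2.54, and PHF2, a histone demethylase, -2.47.

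At an adjusted p under 0.05 from limma, 7409 genes differed between entinostat and DMSO at 24 h, 4013 higher and 3396 lower. At 48 h 7568 differed, 3870 higher and 3698 lower. Together 9270 genes passed at either time. The median absolute log2 fold change of the genes that passed was 0.43 at 24 h and 0.44 at 48 h. A log2 fold change of at least 1 was reached by 569 of the higher and 170 of the lower genes at 24 h, and by 577 and 228 at 48 h. Among the 5398 genes with a mean log2 of 8 or more, it was reached by 186 and 120 at 24 h. At 48 h these were 213 and 146.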

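Many genes had similar fold changes at 24 h and 48 h. PRRX1, a homeobox factor of mesenchymal cells, had log2 fold changes of -2.24 and -2.28. FKBP1B, an immunophilin that binds ryanodine receptors, had 2.89 and 3.04, and SPINK2, a protease inhibitor, 2.64 and 3.06. CDKN1B, the CDK inhibitor p27, had -1.27 and -1.16, while CDKN1A, the CDK inhibitor p21, had 0.59 and 0.82. Across all genes the correlation between the log2 fold changes at the 2 times was 0.897; genes are not independent replicates.

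Of the genes past the threshold at either time, 5685 (61.3%) passed at both with the same sign, 3110 higher and 2575 lower. Independent lists of these sizes would share 785 higher and 635 lower genes. Another 1702 genes passed at 24 h alone, of which 1442 had the same sign at 48 h. A further 1861 passed at 48 h alone, of which 1606 had the same sign at 24 h. Of these 3563 genes past at a single time, the interaction of treatment and time was past the threshold for 163.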

The majority of all identified DEGs (n = 6108/9976; 61%) showed consistently either an up- or a downregulation. Of these consistently regulated genes 88 upregulated and 137 downregulated genes were computed to show over-additive behavior i.e. a total of 225 (225/6108 = 4%) DEGs displayed a continuously increasing or decreasing expression over time comparing 24 h and 48 h of treatment (Fig. 1B). 

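NRP2, a co-receptor for semaphorins and VEGF, had the largest interaction among the rising genes, with a log2 fold change of 0.52 at 24 h and 2.22 at 48 h (interaction 1.70, standard error 0.13, adjusted p = 0.000331). Its mean intensity was 338 ± 41.9 and 339 ± 18.8 in DMSO at 24 h and 48 h, and 481 ± 45.4 and 1576 ± 53.8 in entinostat (SD, n = 3 each). TMEM133 and FARS2, the mitochondrial phenylalanyl-tRNA synthetase, had interactions of 1.16 and 0.84, BLVRB 1.00 and RBP7 0.89. Among falling genes, MFAP4 had an interaction of -1.44, SUSD2, a sushi domain membrane protein, -1.19, and MARCKSL1, an actin-regulating protein, -0.86. NEIL2, a DNA glycosylase of base excision repair, had -0.76 (adjusted p = 0.00719).

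Over-additive genes passed at an adjusted p under 0.05 at 24 h, at 48 h and for the interaction, with the same sign and the larger change at 48 h. There were 106 of them, 53 higher and 53 lower, or 1.86% of the genes changed the same way. Another 58 genes passed with the larger change at 24 h. In 44 of the rising and 44 of the falling genes the shift between 24 h and 48 h was larger in the entinostat arrays than in the DMSO arrays. ID1, an inhibitor of basic helix-loop-helix factors, is one of those with the larger shift in DMSO, with mean intensities of 4801 and 4884 in entinostat but 1956 and 1033 in DMSO. GNB3, a G protein subunit, is another, with a log2 shift of 0.55 in DMSO and -0.40 in entinostat. The count was 38 without DMSO 48 h replicate 3 and 71 without DMSO 24 h replicate 3, the lowest and highest of 12 refits that each left out 1 array. The interaction of NRP2 was lost without DMSO 24 h replicate 1 (0.32). The DMSO 24 h intensities of its probe set were 343.5, 376 and 292.9. Leaving out the first cannot give 0.32 with that probe set, so another one represented NRP2 in that refit. With its probe set of the highest mean the interaction did not pass (0.73, adjusted p = 0.0577, from 0.24 at 24 h and 0.98 at 48 h). The calls of NEIL2 and GNB3 at 24 h were lost in 7 and 3 of the 12 refits.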

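DPCD, a protein linked to motile cilia, fell from 425 ± 23.3 to 306 ± 9.09 (SD, n = 3 each) after 24 h of entinostat and rose from 358 ± 21.1 to 459.7 ± 30.7 after 48 h. Its log2 fold changes were -0.47 (adjusted p = 0.000172) and 0.36 (adjusted p = 0.00123), with an interaction of 0.83. KIF9, a kinesin, had -0.26 and 0.42. The reverse order was seen in OAT, ornithine aminotransferase, with 0.24 and -0.42, and in DENND6A, a regulator of endosome recycling, with 0.29 and -0.26. H2AC25, a histone H2A gene, had 0.25 and -0.47. Without DMSO 24 h replicate 2, H2AC25 had 0.02 at 24 h (adjusted p = 0.86) and its interaction did not pass. The DMSO 24 h intensities of its probe set were 1643, 1729 and 1730, so the value of 0.02 came from another probe set.

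In all, 22 genes passed the threshold at both times with opposite signs, 14 of them first lower and then higher and 8 first higher and then lower. This is 0.39% relative to the genes changed the same way, and independent lists would give 1415 genes. The probe set of a gene was chosen by its treatment effect over both times, which disfavours probe sets that change sign. Part of the low share may thus be built in, and with the probe set of the highest mean it was 1.04%. The interaction was past the threshold for 20 of the 22 genes. The smaller of a gene's 2 absolute log2 fold changes was at most 0.37. The count was 11 without DMSO 48 h replicate 1. In 12 refits that each left out 1 array, the call of H2AC25 at 24 h was lost in 9 and that of OAT at 24 h in 3. Those of H2AC25 and DENND6A at 48 h were lost in 1 each and both calls of KIF9 in 3. These 3 refits left out 48 h arrays, which do not enter the value of KIF9 at 24 h. That value rose to -0.01 among them, which takes another probe set. Without probe sets ending in _x_at or _s_at, which can bind several genes, KIF9 had -0.01 (adjusted p = 0.947) and 0.06 (adjusted p = 0.582).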

A total of 119 (119/6108 = 2%) DEGs differed in their direction of regulation (n = 59 genes first up- then downregulated vs. n = 60 genes first down- then upregulated) comparing both timepoints (Fig. 1B).

**Fig. 1:**
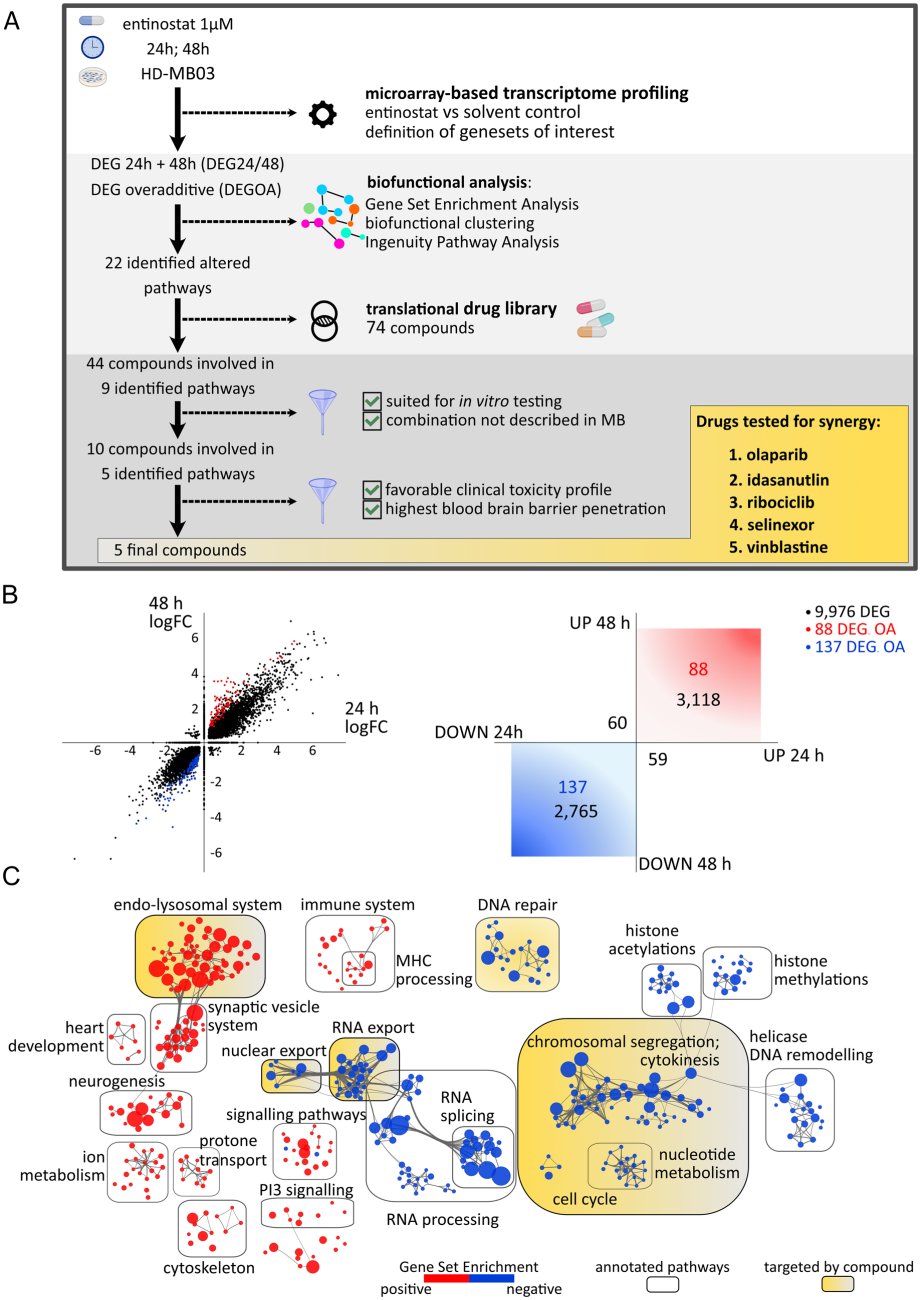
Differential gene expression upon entinostat treatment reveals emerging vulnerabilities for combination treatments. **A** Analysis workflow illustrating the identification of altered pathways under entinostat treatment and the selection of suitable combination-drugs. **B** [left panel] vector graphic illustrating the transcriptomic changes under entinostat treatment. Log_2_FC of DEG with p < 0.05 is shown on x- (24 h treatment value) and y- axis (48 h treatment value). Genes with over-additive behavior shown in red (upregulation) and blue (downregulation); [right panel] sketch graphic with quantification of DEGs. Genes exclusively regulated at one timepoint fall onto the corresponding axis. **C** Results of the GSEA for KEGG, Reactome and GO-Database in DEG_24/48_. Enriched gene sets with FDR < 0.1 are visualized through biofunctional clustering using EnrichmentMap. Positively enriched gene sets shown in red, negatively enriched gene sets in blue. Gene sets with overlap in genes cluster together. Dot size correlates with gene set size. Pathways highlighted in yellow are targeted by the five selected drugs. *FC* fold change, *DEG* differentially expressed genes, *GSEA* gene set enrichment analysis, *FDR* false discovery rate, *OA* over additive

We hypothesized that DEGs functionally involved in the previously described cytotoxic effect of entinostat treatment in *MYC*-amplified MB cells [6] are likely to be regulated consistently over time and thus, should be detectable as either up- or down-regulated at both timepoints investigated. In addition, we assumed that deregulated genes showing over-additive change in expression were indicative of a self-sustaining and thus biologically important process. Accordingly, a gene set encompassing all genes differentially regulated at both treatment timepoints (DEG_24/48_) and a gene set of genes showing over-additive behavior comparing both timepoints (DEG_OA_) were defined as gene sets of interest for the subsequent functional analysis (Fig. 1A). 

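More neuronal genes rose than fell under entinostat. Of 51 measured genes of neuronal differentiation, 32 were higher, 3 lower and 16 not past the threshold at 24 h (32 higher when adjusted over the list alone). At 48 h 25 were higher, 1 lower and 25 not past (26 higher when adjusted over the list alone). Examples are TUBB2B, NEFH and INA, an intermediate filament protein of neurons with log2 fold changes of 1.97 and 1.63, while TUBB3, the neuronal beta-III tubulin, had 0.11 (adjusted p = 0.283) and -0.31. With camera, limma's gene set test, the list differed from the other genes over both times (adjusted p = 5.3e-07, and adjusted p = 0.062 with an estimated correlation). Of 46 synaptic vesicle genes, 24 were higher over both times, 4 lower and 18 not past the threshold (24 higher and 5 lower when adjusted over the list alone). The list passed with adjusted p = 0.00091, and adjusted p = 0.055 with an estimated correlation. SV2A, a vesicle glycoprotein, had log2 fold changes of 1.18 and 1.14, and RAB3B, a vesicle GTPase, 1.70 and 1.51.

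Of 49 genes of the actin cytoskeleton and adhesion, 28 were higher over both times, with 8 lower and 13 not past (30 higher and 12 lower when adjusted over the list alone). This gave adjusted p = 0.0016, and adjusted p = 0.052 with an estimated correlation. Among them were TAGLN2, an actin-binding protein, with 2.28 and 2.77, and CAV1, the caveolar coat protein, with 1.50 and 2.36. Of 47 endosome and recycling genes, 23 were higher over both times, 13 lower and 11 not past the threshold (27 higher and 14 lower when adjusted over the list alone). For these camera gave adjusted p = 0.035, and adjusted p = 0.096 with an estimated correlation. The 51 lists tested had been written by hand in place of KEGG, Reactome and GO. Over both times 18 of them passed, 7 higher and 11 lower, and with an estimated correlation 1 did.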

GSEA of DEG_24/48_ revealed 1783 significantly (FDR < 0.25) enriched gene sets in the three databases KEGG [24] (n = 141), GO [25] (n = 1360) and REACTOME [26] (n = 282) (Suppl. Table 1). These gene sets clustered into 11 sets of enriched and 11 sets of depleted pathways as evidenced by functional enrichment visualization using cytoscape [17] (Fig. 1C). 

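In 4 lists of RNA processing, mRNA export and ribosome biogenesis, more genes were lower than higher over both times. Of 86 spliceosome genes, 10 were higher over both times, 49 lower and 27 not past the threshold (11 higher and 53 lower when adjusted over the list alone). The list passed with camera (adjusted p = 0.00027, and adjusted p = 0.062 with an estimated correlation). U2AF2, which recognizes the polypyrimidine tract, had log2 fold changes of -0.95 at 24 h and -0.52 at 48 h, and SF3A2, a U2 snRNP protein, -0.42 and -0.74. Without probe sets ending in _x_at or _s_at, which can bind several genes, U2AF2 had -0.15 (adjusted p = 0.138) and -0.09 (adjusted p = 0.402). Of 47 genes of the nuclear pore and mRNA export, 4 were higher over both times, 30 lower and 13 not past the threshold (6 higher and 34 lower when adjusted over the list alone). Their test gave adjusted p = 0.00017, and adjusted p = 0.14 with an estimated correlation. XPOT, the tRNA exporter, had -0.58 and -0.78 (-0.29 and -0.33 with its probe set of the highest mean), whereas THOC2, of the THO complex, rose by 0.80 and 0.83. Of 19 genes of 3' end processing, 11 fell, 1 rose and 7 did not pass (12 lower and 2 higher when adjusted over the list alone). Here camera gave adjusted p = 0.043, and adjusted p = 0.14 with an estimated correlation. This call was lost with the replicate number as a block and with the probe set of the highest mean. It was lost without DMSO 24 h replicate 1 or 3 and without entinostat 24 h replicate 1 or 2. The same held without DMSO 48 h replicate 1 and without entinostat 48 h replicate 1 or 3. Of 52 genes of ribosome biogenesis and MYC targets, 7 were higher over both times, 31 lower and 14 not past the threshold (8 higher and 34 lower when adjusted over the list alone). The list gave adjusted p = 0.0017, and adjusted p = 0.38 with an estimated correlation. UBTF, a transcription factor of RNA polymerase I, had -1.02 and -0.80, and CAD, an enzyme of pyrimidine synthesis, -0.58 and -0.70.

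Of the genes for writers of histone marks too, more were lower than higher. Of 43 genes of histone acetyltransferases and their complexes, 27 were lower, 6 higher and 10 not past (30 lower and 7 higher when adjusted over the list alone). This list passed over both times with either setting of camera (adjusted p = 0.00027, and adjusted p = 0.04 with an estimated correlation). ING5, EPC1 and BRD1, subunits of acetyltransferase complexes, had -1.34 and -1.48, -1.44 and -1.17, and -1.14 and -1.10. Of 37 histone methyltransferase genes, 27 were lower, 5 higher and 5 not past (28 lower and 6 higher when adjusted over the list alone). Their list gave adjusted p = 0.001, and adjusted p = 0.14 with an estimated correlation. CARM1, an arginine methyltransferase, had -0.73 and -0.78, while SMYD3, a lysine methyltransferase, rose by 1.05 and 0.88.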

The respective analysis for DEG_OA_ resulted in 273 significantly enriched gene sets in KEGG (n = 12), GO (n = 68) and REACTOME (n = 193) databases (Suppl. Table 2), clustering into three enriched and nine depleted pathways (Suppl. Figure 1). 

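More cell cycle genes were lower at 48 h of entinostat than at 24 h, while few passed the interaction singly. Of 31 E2F and G1/S genes, 11 were lower, 4 higher and 16 not past at 24 h, and 18 lower, 1 higher and 12 not past at 48 h (11 and 19 lower when adjusted over the list alone). The interaction of the list was downward (camera adjusted p = 4.2e-07, and adjusted p = 0.068 with an estimated correlation) and passed for 2 of 31 single genes (9 downward and 1 upward when adjusted over the list alone). E2F7, a repressor of the E2F family, had log2 fold changes of -0.80 and -1.41, TYMS, thymidylate synthase, -0.66 and -0.90, and CCNA2, cyclin A2, -0.65 and -0.87. Of 50 kinetochore and spindle checkpoint genes, 15 were lower, 4 higher and 31 not past at 24 h, and 32 lower, 4 higher and 14 not past at 48 h (16 and 35 lower when adjusted over the list alone). Their interaction was downward (adjusted p = 4.2e-07, and adjusted p = 0.18 with an estimated correlation) and passed for 2 of 50 single genes (10 when adjusted over the list alone). BUB1B, a checkpoint kinase, had -0.49 and -0.71, while SGO2, a protector of centromeric cohesion, rose by 0.96 and 0.81. Of 35 mitotic cyclins and regulators, 10 were lower, 10 higher and 15 not past at 24 h, and 19 lower, 5 higher and 11 not past at 48 h (12 and 20 lower when adjusted over the list alone). This list too had a downward interaction (adjusted p = 9.8e-07, and adjusted p = 0.2 with an estimated correlation), which passed for 2 of 35 single genes (9 when adjusted over the list alone). KIF15, a spindle kinesin, had -0.60 and -1.17, PLK4, the kinase of centriole duplication, -0.72 and -0.97, and CCNB2, cyclin B2, -0.49 and -0.80.

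In other lists the counts shifted upward between the times, again with few single genes past the interaction. Of 38 proteasome genes, 15 were higher and 11 lower at 24 h and 19 higher and 8 lower at 48 h (17 and 21 higher when adjusted over the list alone). The interaction was upward (adjusted p = 0.00012, and adjusted p = 0.27 with an estimated correlation) and passed for 2 of 38 single genes (6 when adjusted over the list alone). POMP, a proteasome assembly factor, rose by 0.51 and 0.67. Ribosome biogenesis genes had 28 members lower at 24 h and 22 at 48 h (30 and 25 when adjusted over the list alone), with an upward interaction (adjusted p = 0.00014, and adjusted p = 0.26 with an estimated correlation), which passed for 1 of 52 single genes (6 when adjusted over the list alone). Over all lists 16 had an interaction past the threshold, 4 upward and 12 downward. With an estimated correlation 0 did. Among single genes the interaction passed for 347, 154 upward and 193 downward, and without DMSO 48 h replicate 3 for 107. That of E2F7 (-0.61, adjusted p = 0.0431) was lost in 10 of 12 refits that each left out 1 array.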

To strengthen the informative output of this analysis we applied Ingenuity Pathway Analysis (IPA) [18] as a second algorithm to identify functional patterns of deregulated genes. In DEG_24/48_ and DEG_OA_ IPA analysis resulted in 82 and 5 altered canonical pathways respectively (Suppl. Table 3). Accounting for partial functional overlap of identified pathways by GSEA/functional enrichment and IPA analysis we summarized the results by manually grouping all functionally related altered pathways into matching categories. These categories represented a total of n = 22 overarching biological functions and pathways affected by entinostat treatment in HD-MB03 cells (Suppl. Table 4; Fig. 1A). 

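Genes of growth arrest, apoptosis and lysosomes changed in both directions. CDKN2A and CDKN2B, inhibitors of CDK4 and CDK6, rose by log2 fold changes of 0.99 and 1.38 at 24 h and 1.55 and 0.99 at 48 h. Without probe sets ending in _x_at or _s_at, which can bind several genes, CDKN2A had 0.26 and 0.56. Of 7 CDK inhibitors, 5 were higher over both times, 2 lower and 0 not past the threshold (5 higher and 2 lower when adjusted over the list alone). The list did not pass (adjusted p = 0.097). Of 26 p53 targets, 9 were higher over both times, 7 lower and 10 not past the threshold (9 higher and 8 lower when adjusted over the list alone). Camera gave adjusted p = 0.41. GADD45A, a stress-induced growth arrest gene, rose by 1.04 at 48 h. Of 15 BCL2 family genes, 8 were higher over both times, 2 lower and 5 not past the threshold (9 higher and 3 lower when adjusted over the list alone). The family did not pass (adjusted p = 0.091). The pro-apoptotic BIK had 1.55 and 1.37 and BID, likewise pro-apoptotic, -1.10 and -1.14. BAX had 0.26 at 24 h (adjusted p = 0.0522) and 0.64 at 48 h.

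Of 45 lysosomal genes, 16 were higher over both times, 14 lower and 15 not past the threshold (17 higher and 15 lower when adjusted over the list alone). Their list gave adjusted p = 0.32. NPC2, a cholesterol carrier, rose by 1.50 at 48 h and PSAP, prosaposin, by 1.08. Of 44 PI3K and phosphoinositide genes, 22 were higher over both times, 13 lower and 9 not past the threshold (22 higher and 13 lower when adjusted over the list alone). This gave adjusted p = 0.064, and PIK3R3, a regulatory subunit of PI3K, rose by 1.78 and 1.59. Of 20 cholesterol synthesis genes, 8 were higher and 4 lower at 24 h and 5 higher and 7 lower at 48 h, with 8 not past at each time (9 and 5 higher when adjusted over the list alone). The interaction was downward (adjusted p = 0.0014, and adjusted p = 0.16 with an estimated correlation) and passed for 0 of 20 single genes (3 when adjusted over the list alone). ACAT2, which condenses acetyl-CoA, had -0.94 and -1.33 and LSS, lanosterol synthase, -0.36 and -0.66.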

We reasoned that some of the identified pathways may be responsible for entinostat induced cytotoxicity or provide escape mechanisms to evade the cytotoxic stress of entinostat treatment, all of which could represent emerging vulnerabilities. We hypothesized that additional targeting of these pathways may enhance the efficacy of entinostat treatment. To select drugs for testing this hypothesis we compared the list of affected pathways with the mode of action of all drugs included in a published translational drug library (n = 74 drugs). This library includes drugs which are either clinically approved for oncological diseases or under clinical investigation for the treatment of cancers [19] (Suppl. Table 5). Based on literature research we identified n = 44 drugs from this library with known pharmacological interference with one of n = 9 pathways identified as altered upon entinostat treatment (Fig. 1A). We then filtered for drugs with high potential as novel combination partners for entinostat meeting the following two criteria: (1) suited for in vitro testing (leading to exclusion of drugs targeting the immune system); (2) no published data on combination with HDACi in MB (Fig. 1A). In case of two potential drugs targeting the same pathway the compound with highest blood–brain-barrier (BBB) penetrance according to the BBB score [27] was selected for further analysis. As all three vinca alcaloids vinblastine, vincristine and vinorelbine have the same calculated BBB score of 1.19 vinblastine was selected as a drug class representative with favorable clinical tolerability. The following five drugs met all filtering criteria: idasanutlin, olaparib, ribociclib, selinexor and vinblastine (Suppl. Table 6).

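The mRNA of the proteins these drugs bind moved in different directions under entinostat. XPO1, the nuclear exporter bound by selinexor, fell from a mean intensity of 3461 ± 88.0 to 2669 ± 117 (SD, n = 3 each) at 24 h. Its log2 fold changes were -0.38 (adjusted p = 0.000227) and -0.42 at 48 h (adjusted p = 9.1e-05). CDK4, a target of ribociclib, had -0.36 and -0.30, and CDK6, its other target, -0.37 at 24 h and -0.11 at 48 h (adjusted p = 0.401). Among tubulins, the target of vinblastine, TUBB had -0.40 and -0.60 (-0.31 at 48 h without probe sets ending in _x_at or _s_at), whereas TUBA1A rose by 1.85 and 1.59 and TUBB2A by 1.41 and 0.83. TUBB3 had 0.11 (adjusted p = 0.283) and -0.31. Of the proteins bound by olaparib, PARP2 had -0.53 and -0.82, and PARP1 had 0.14 (adjusted p = 0.107) and 0.00 (adjusted p = 0.994). MDM2, bound by idasanutlin, had 0.17 (adjusted p = 0.209) and 0.33 (adjusted p = 0.0171). Its 10 probe sets did not move together: the probe set with the highest mean gave -0.20 at 48 h (adjusted p = 0.525). In 2 of 12 refits that each left out 1 array, another probe set represented the gene, with -0.17 at 24 h, and in 2 others its call at 48 h was lost.

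Of 16 measured genes for the targets of the 5 drugs, 4 were higher over both times, 6 lower and 6 not past the threshold (5 higher and 6 lower when adjusted over the list alone). The list did not differ from the other genes over both times (camera adjusted p = 0.88). Its interaction was downward (adjusted p = 0.012, and adjusted p = 0.18 with an estimated correlation). It passed for 2 of 16 single genes (2 when adjusted over the list alone), the tubulins TUBB2A (-0.58) and TUBB3 (-0.42). Most of the list are tubulins, several measured by probe sets ending in _x_at, so its interaction says little about the targets of the other drugs. TUBA1B was represented by a dim probe set with a mean intensity of 54.97, while its others had 10160 to 12190.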

### Synergism-screening identifies synergy of PARPi and HDACi in ***MYC*** amplified MB

Single agent dose–response curves were determined in metabolic activity assays for all five drugs of interest in three *MYC*-amplified (HD-MB03, MED8A, D425) and two non-*MYC*-amplified MB cell lines (ONS76, UW228-2) (Suppl. Figure 2A and B). To be able to interpret the clinical relevance of the observed in vitro drug potency we calculated the ratio of each drug’s in vitro IC50 and the respective maximal clinical plasma concentration (c_max;_ Suppl. Table 7) (Fig. 2A), as well as each drug’s maximum effect achieved at a concentration below the respective c_max_ (Fig. 2B). Selinexor and vinblastine showed low IC50:c_max_ ratios and profound reduction of metabolic activity across all cell lines, indicating a strong overall cytotoxicity (Fig. 2A, B). Only the PARP inhibitor (PARPi) olaparib showed a low IC50:c_max_ ratio (Fig. 2A) as well as a strong inhibition of metabolic activity at concentrations below c_max_ (Fig. 2B) exclusively in all three *MYC*-amplified cell lines, suggesting both a translationally relevant single agent activity and a *MYC* dependent drug response pattern.

**Fig. 2:**
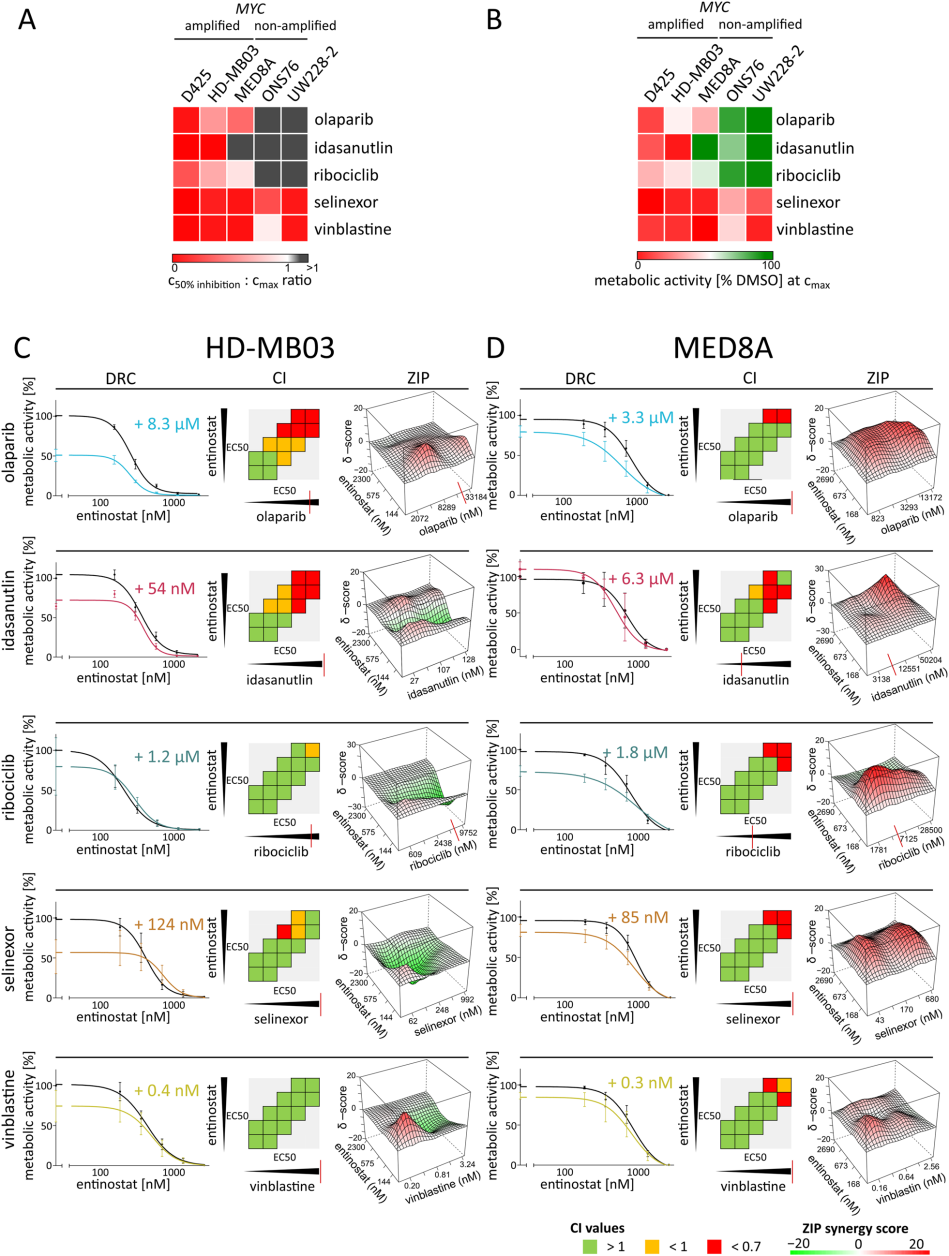
Evaluation of single drug profiles and in vitro synergism-screen in combination with entinostat in *MYC*-amplified models. **A**, **B** Heatmaps comparing single drug profiles in metabolic activity assays with respect to published c_max_ in 3 *MYC*-amplified and 2 non-amplified MB cell lines. **A** absolute IC50 relative to c_max,_. **B** maximum effect achieved at a concentration below the respective c_max_. **C**, **D** Synergism-antagonism analysis for the combination of entinostat with olaparib, idasanutlin, ribociclib, selinexor or vinblastine in HD-MB03 (C) and MED8A (D) for 72 h in a 5 × 5 combination treatment matrix. Left column: dose–response curves of entinostat single treatment (black) and combination with the indicated steady second drug dose. Mean metabolic activity values ± SD relative to DMSO solvent control depicted. Middle column: CI values for 3 constant ratio combinations (diagonal square successions), red: high synergism; orange: synergism; green: antagonism. Right column: ZIP-model based 3D interaction-landscapes computed by SynergyFinder. Red elevations depict synergistic areas with delta-scores indicating percentage of inhibition exceeding expected effect level. Red vertical lines indicate maximal clinically achievable concentration (c_max_). *SD* standard deviation, *DRC* dose response curve shift, *CI* combination index, *ZIP* zero interaction potency

All five compounds were tested for synergistic interaction with entinostat in two *MYC*-amplified cell lines (HD-MB03 and MED8A) (Fig. 2C, D). We evaluated synergism applying three different methods to increase reliability: I) dose–response-curve (DRC) shift-analysis; II) Chou-Talalay combination index (CI) method; III) response-surface ZIP synergy computation (Fig. 2C, D; left to right). The most robust indication for synergism was observed for the combination of entinostat and olaparib showing synergistic interaction in all three synergy models in HD-MB03, and in two of three models (DRC and ZIP) in MED8A (Fig. 2C, D). Importantly, in both cell lines indications for synergism were observed at clinically achievable concentrations (Suppl. Table S7).

### Synergistic interaction of PARPi and entinostat is a drug class effect in ***MYC***-amplified MB

To confirm the sensitivity of *MYC-*amplified MB cells to single agent olaparib treatment to be a drug class effect the response of MB cells to three additional PARPis (niraparib, pamiparib, veliparib) was evaluated (Fig. 3A, Suppl. Figure 2C). All applied PARPis bind to the catalytic domain of PARP but differ in their PARP trapping ability, off-target kinase affinities, pharmacokinetic profiles and reported BBB penetration [28–30]. *MYC-*amplified cell lines showed a trend towards or a significantly higher sensitivity to all three PARPis compared to non-*MYC-*amplified cell lines (Fig. 3A, Suppl. Figure 2C). Of note, significantly higher sensitivity of *MYC*-amplified cell lines was observed for veliparib, which has the lowest reported PARP-trapping activity [30] (Fig. 3A). The increased sensitivity of *MYC*-amplified MB cells to all applied PARPis raised the question whether there is functional interdependence of PARP and MYC protein. Interestingly, the analysis of previously published mass spectrometry data of protein pulldown after immunoprecipitation of endogenous MYC in HD-MB03 cells [9] revealed PARP1 peptides co-localizing with MYC ranking in the top 10^th^ percentile of all MYC-interacting peptides, suggesting a protein–protein interaction of MYC and PARP1 (Fig. 3B). Synergistic interaction of entinostat and PARPi as a drug class effect was validated with pamiparib, showing synergistic interaction with entinostat in both *MYC*-amplified cell lines tested (HD-MB03 and MED8A) in 2/3 models (DRC and ZIP) (Fig. 3C). Notably, for both olaparib and pamiparib, the synergistic interaction was observed within the range of clinically achievable plasma concentrations (Suppl. Table S7).

**Fig. 3:**
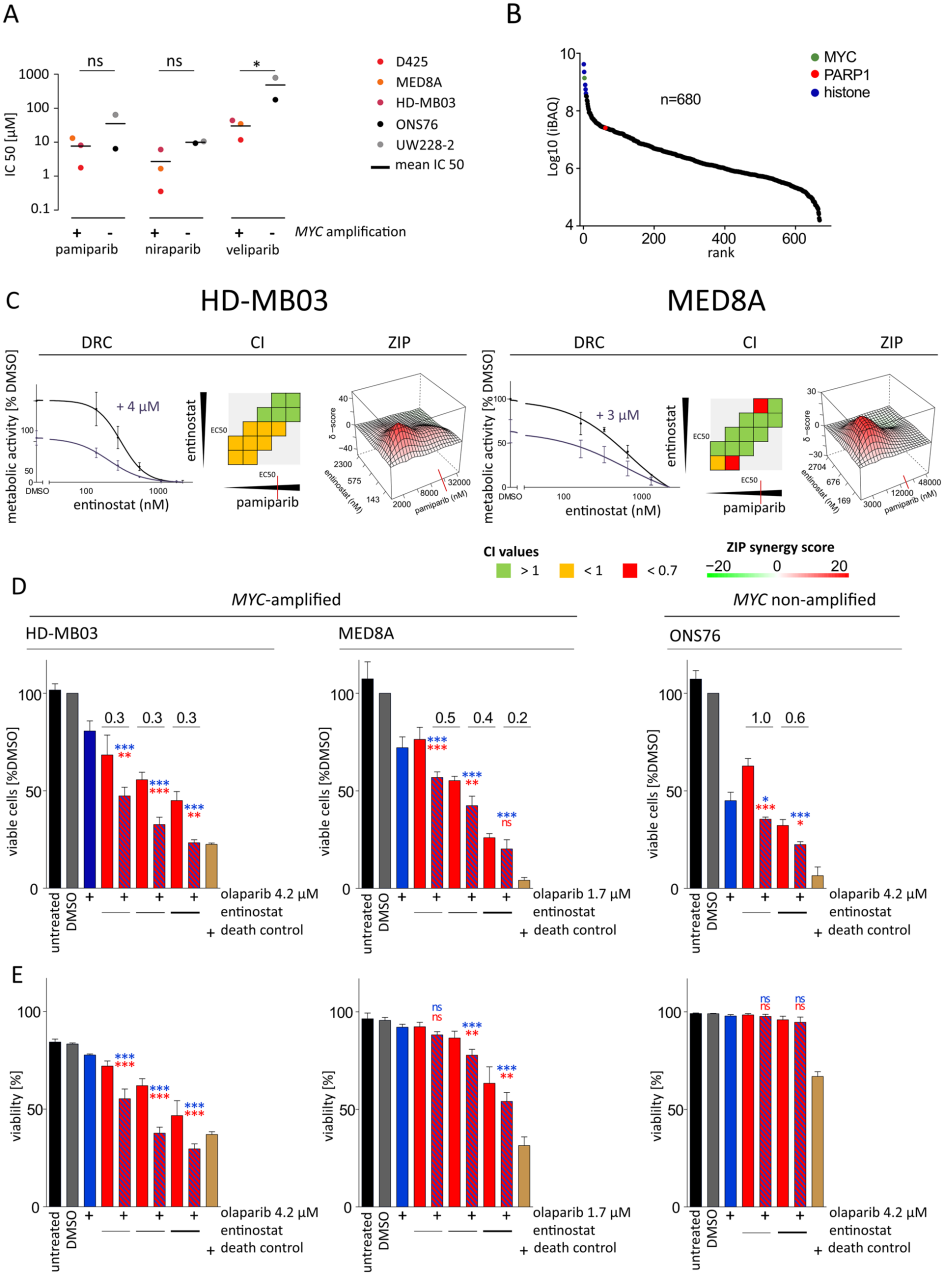
Validation of entinostat and PARPi as synergistic drug partners. **A** IC50 values (dots) of *MYC*-amplified (left, colored) and non-*MYC*-amplified MB cell lines (right, grey scale) for pamiparib, niraparib, veliparib. *p < 0.05, ^ns^ not significant (two tailed t-test) **B** Data analysis of mass spectrometry (MS) after pulldown of endogenous MYC in HD-MB03 cells with detection of n = 680 proteins revealing colocalization with PARP1. **C** Synergism-antagonism analysis for the combination treatment of entinostat with pamiparib in HD-MB03 (left) and MED8A (right) for 72 h in a 5 × 5 combination treatment matrix. Left column: dose–response curves of entinostat single treatment (black) and combination with the indicated pamiparib concentration. Mean metabolic activity values ± SD relative to DMSO solvent control depicted. Middle column: CI values for three constant ratio combinations (diagonal square successions), red: high synergism; orange: synergism; green: antagonism. Right column: ZIP-model based 3D interaction-landscapes computed by SynergyFinder. Red elevations depict synergistic areas with delta-scores indicating percentage of inhibition exceeding expected effect level. Red vertical lines indicate maximal clinically achievable concentration (c_max_). **D** and **E** cell number (top) and viability (bottom) reduction after 72 h single (plain-colored bars) and combination (striped bars) treatment with entinostat (red) and olaparib (blue) in two *MYC*-amplified (left and middle; HD-MB03 and MED8A) and one non-amplified (right; ONS76) MB cell line determined by automated cell counting of trypan blue-exclusion assay. Entinostat treatment was applied in a twofold dilution series for MED8A and HD-MB03 including previously determined metabolic activity IC50 values (HD-MB03: 575 nM; MED8A: 672.5 nM). Treatment concentrations in ONS76 same as in HD-MB03. 500 nM staurosporine served as death control. Bars depict mean values ± SD of three independent replicates. Combination index (CI) values indicated above black lines indicating compared columns, CI < 1 indicates synergism, CI = 1 additivity and CI > 1 antagonism. p < 0.05, **p < 0.01; ***p < 0.001; ^ns^ not significant (one way ANOVA with Bonferroni's Multiple Comparison Test); *iBAQ* intensity Based Absolute Quantification; *DRC* dose response curve shift, *CI* combination index, *ZIP* zero interaction potency

Continuing our investigation with the FDA-approved compound olaparib we aimed to validate the observed synergistic interaction in a different experimental setting. We performed cell count experiments showing a significant, dose-dependent reduction of the number of viable cells upon combination treatment in MED8A and HD-MB03 with computed combination indices below 0.5, indicating strong synergy for all tested conditions (Fig. 3D). Also in the non-*MYC*-amplified cell line ONS76 the number of viable cells was significantly reduced upon combination treatment with a combination index indicating synergy in one of two tested conditions (Fig. 3D). Conversely, cell viability was significantly reduced only in the *MYC*-amplified cell lines (Fig. 3E), indicating increased cell death as opposed to a possible cell cycle arrest in non-*MYC*-amplified cells.

### ***MYC***-amplified MB cells show reduced DDR capacity upon entinostat treatment, and the target PARP is expressed in primary ***MYC***-driven MB

We hypothesized that the observed synergy of entinostat and olaparib is functionally based on a joint inhibiting effect on the DNA damage response (DDR) leading to increased and potentially fatal accumulation of DNA damage. Indeed, we observed a strong overrepresentation of downregulated DDR gene sets (n = 4, see exemplary sets in Fig. 4A) in the top ranked gene sets with an FDR < 0.01 (n = 25) considering all genes with a time dependent over-additive change in expression upon entinostat treatment (DEG_OA_) (Suppl. Table 2). 

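Many genes of homologous recombination and of the ATR checkpoint were lower under entinostat, more of them at 48 h than at 24 h. RAD51AP1, an accessory factor of strand exchange, went from 1340 ± 69.8 to 786 ± 62.2 at 24 h and from 1379 ± 120 to 667 ± 55.1 at 48 h (SD, n = 3 each). These are log2 fold changes of -0.77 and -1.05 (adjusted p = 1.45e-06 at 48 h). BRCC3, a deubiquitinase that acts with BRCA1, had -0.69 and -0.74, and HUS1, a clamp protein of the checkpoint, -0.67 and -0.70. CDC45, of the replicative helicase, had -0.96 and -0.75, with an interaction of 0.21 (adjusted p = 0.741). BRIP1, a helicase that binds BRCA1, had -0.29 and -0.71, and SWI5, a recombination mediator, rose by 0.70 and 0.74. In the Fanconi anemia list, FANCG, of the core complex, had -0.74 and -0.90, while ERCC1, an endonuclease subunit, rose by 0.77 and 0.67 (0.48 at 24 h without probe sets ending in _x_at or _s_at) and MAD2L2, a subunit of translesion polymerase zeta, by 0.83 and 0.74.

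Of 42 measured genes of homologous recombination, 16 were lower, 7 higher and 19 not past at 24 h, and 23 lower, 4 higher and 15 not past at 48 h (16 and 24 lower when adjusted over the list alone). At 48 h camera gave adjusted p = 0.0025, and adjusted p = 0.07 with an estimated correlation. The interaction was downward (adjusted p = 0.0012, and adjusted p = 0.072 with an estimated correlation) and passed for 1 of 42 single genes (4 downward and 1 upward when adjusted over the list alone). Of 27 ATR checkpoint genes, 8 were lower, 5 higher and 14 not past at 24 h, and 15 lower, 2 higher and 10 not past at 48 h (8 and 16 lower when adjusted over the list alone). Their interaction was downward (adjusted p = 0.0012, and adjusted p = 0.068 with an estimated correlation) and passed for 2 of 27 single genes (3 when adjusted over the list alone). Of 27 Fanconi anemia genes, 9 were lower, 7 higher and 11 not past at 24 h, and 11 lower, 4 higher and 12 not past at 48 h (12 and 12 lower when adjusted over the list alone). This interaction did not pass for the list (adjusted p = 0.074) and passed for 2 of 27 single genes (2 when adjusted over the list alone). The list passed with the replicate number as a block. It also passed without DMSO 24 h replicate 1, entinostat 24 h replicate 1 or DMSO 48 h replicate 1 or 2. Over these 3 lists, 71 of 90 genes had an interaction below 0, with a median of -0.12, against -0.01 over all genes. Of 140 genes of replication and mitosis in none of the repair lists, 117 lay below 0, with a median of -0.20. The interaction of BRIP1 (-0.42, adjusted p = 0.0487) passed in 1 of 12 refits that each left out 1 array.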

Based on this observation we reasoned that entinostat may exert its effect on DDR indirectly by affecting the transcription of genes involved in the DNA damage repair machinery. In line with this observation, we detected a time- (Fig. 4B) and dose-dependent (Fig. 4C) increase in phosphorylated histone variant γH2A.X, an early marker of DNA double strand breaks (DSBs), upon entinostat single agent treatment. 

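Other repair pathways held more lower than higher genes at 48 h. TDP1, which removes topoisomerase I from DNA ends, had log2 fold changes of -0.84 at 24 h and -0.81 at 48 h, and the glycosylase NEIL2 had -0.99 at 48 h. LIG1, the replicative DNA ligase, had -0.16 (adjusted p = 0.0664) and -0.49 (adjusted p = 4.97e-05). MLH3, a mismatch repair protein, had -0.14 (adjusted p = 0.242) and -0.50 (adjusted p = 0.000413). Of 22 base excision repair genes, 7 were lower, 2 higher and 13 not past at 24 h, and 13 lower, 2 higher and 7 not past at 48 h (8 and 13 lower when adjusted over the list alone). At 48 h camera gave adjusted p = 0.0014, and adjusted p = 0.092 with an estimated correlation. The interaction was downward (adjusted p = 0.0029, and adjusted p = 0.18 with an estimated correlation) and passed for 1 of 22 single genes (5 when adjusted over the list alone). Of 13 mismatch repair genes, 2 were lower, 1 higher and 10 not past at 24 h, and 7 lower, 1 higher and 5 not past at 48 h (2 and 8 lower when adjusted over the list alone). The list did not pass at 48 h (adjusted p = 0.056). It passed with the replicate number as a block and with the probe set of the highest mean. It also passed without DMSO 48 h replicate 2 and without entinostat 48 h replicate 2 or 3. Here too the interaction was downward (adjusted p = 0.017, and adjusted p = 0.18 with an estimated correlation), and it passed for 0 of 13 single genes (4 when adjusted over the list alone). Of 22 nucleotide excision repair genes, 6 were lower, 3 higher and 13 not past at 24 h, and 8 lower, 2 higher and 12 not past at 48 h (8 and 8 lower when adjusted over the list alone). They passed as a list neither at 48 h (adjusted p = 0.19) nor for the interaction (adjusted p = 0.97). Of 14 genes of non-homologous end joining, 4 were lower, 1 higher and 9 not past at 24 h, and 3 lower, 1 higher and 10 not past at 48 h (4 and 3 lower when adjusted over the list alone). Nor did these at 48 h (adjusted p = 0.73) or for the interaction (adjusted p = 0.4). Of 50 DNA replication genes, 16 were lower, 6 higher and 28 not past at 24 h, and 30 lower, 5 higher and 15 not past at 48 h (18 and 32 lower when adjusted over the list alone). At 48 h their list gave adjusted p = 3.6e-05, and adjusted p = 0.07 with an estimated correlation. Their interaction was downward (adjusted p = 0.0026, and adjusted p = 0.18 with an estimated correlation) and passed for 2 of 50 single genes (6 when adjusted over the list alone). MCM7, of the replicative helicase, had -0.76 and -0.82 and GINS3, of the same helicase, -0.85 and -0.84.

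From the lower repair gene sets, the paper proposes that entinostat acts on the DNA damage response indirectly, through the transcription of repair genes.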

Taken together these data point towards a reduced DNA damage repair capacity of HD-MB03 cells upon entinostat treatment.

**Fig. 4:**
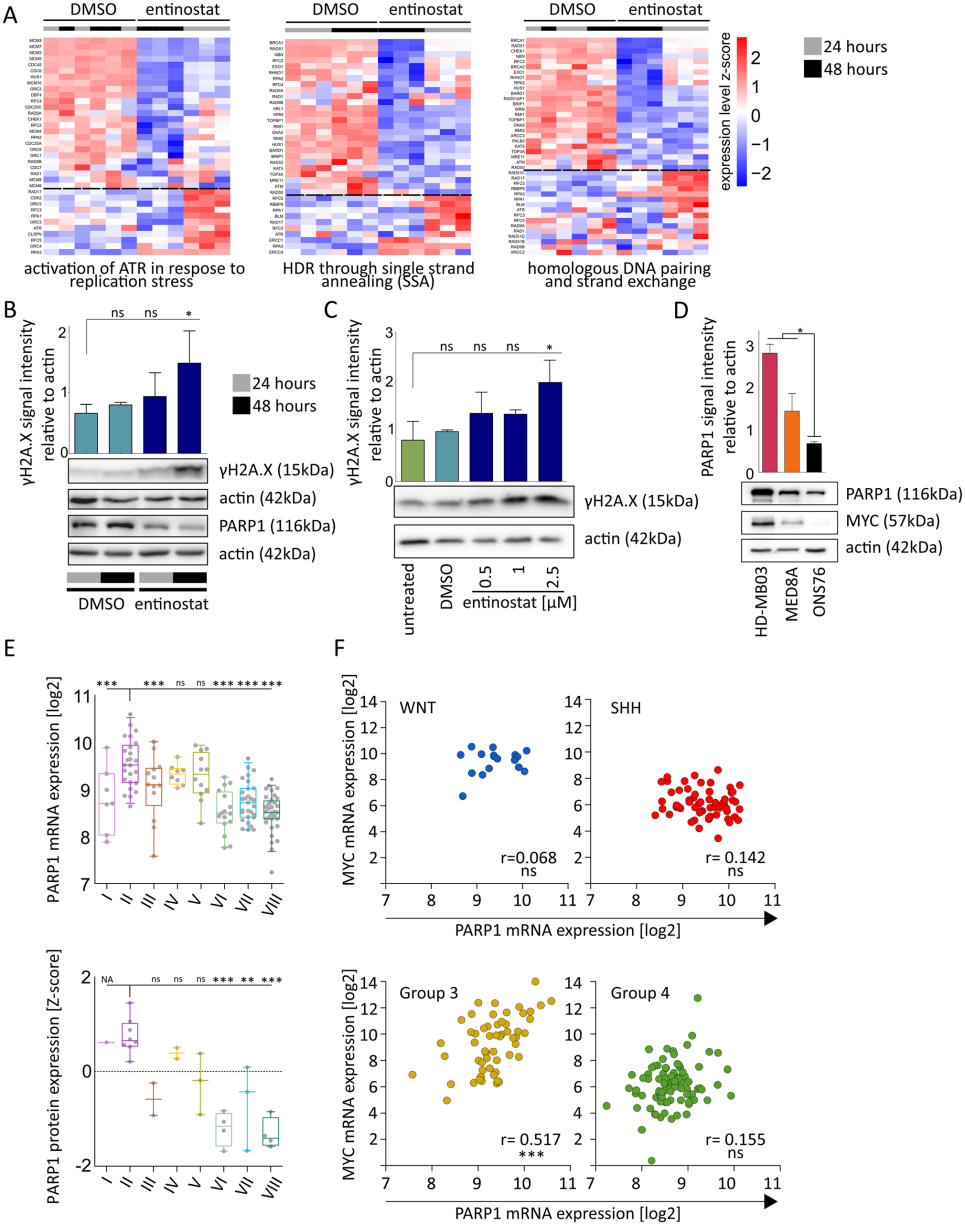
Combination treatment with entinostat and olaparib significantly decreases cell growth and cell viability and induces sub-G1 fractions in *MYC*-amplified MB cell lines. **A** Heatmaps of ranked genes according to expression differences (z-score) between the two phenotypes (DMSO vs. 1 µM entinostat) of three representative DDR-related gene sets negatively enriched in DEG_OA_ with lowest FDR displayed for the three biological replicates of 1 µM entinostat treatment for 24 h and 48 h in HD-MB03. Genes ranked above the dashed line show decreased expression under entinostat treatment. **B** Western blot analysis for PARP1 and γH2A.X in GEP matched protein samples of 1 µM entinostat treatment in HD-MB03, bar graph depicts densitometric analysis of γH2A.X signal intensity relative to actin in three biological replicates. **C** Western blot analysis of γH2A.X increment in HD-MB03 cells treated for 24 h with indicated concentrations of entinostat, bar graph depicts densitometric analysis of γH2A.X signal intensity relative to actin in three biological replicates. **D** Western blot analysis of basal PARP1 and MYC protein levels MB cell lines developed on same blot, actin serves as loading control, bar graph depicts densitometric analysis of PARP1 signal intensity relative to actin in three biological replicates. *p < 0.05, ^ns^ not significant (one-way ANOVA with Bonferroni's Multiple Comparison Test) **E**: Box-dot plot comparing PARP1 mRNA (upper panel) and protein (lower panel) expression in primary MB group3/4 subtypes. Dots represent single samples. Boxes extend from 25 to 75th percentiles, whiskers extend from 5-95^th^ percentiles, lines at median. *p < 0.05, **p < 0.01; ***p < 0.001; ^ns^ not significant (one-way ANOVA with Bonferroni's Multiple Comparison Test). **F** Correlation of *PARP1* and *cMYC* mRNA expression in Wnt- (blue), SHH-(red), Group 3 (yellow), Group 4 (green) primary MB data. Pearson product-moment correlation coefficient (r) was computed using GraphPad Prism 5. ***p < 0.001; ^ns^ not significant (two tailed t-test). mRNA expression data was derived from R2 (3)

The role of PARP1 as a crucial initiator of DDR is well described [31]. To verify that olaparib can exert its described effect by inhibiting PARP1 in our model systems we performed target presence analysis. In all three cell lines we confirmed PARP1 protein expression with significantly higher PARP1 expression in the *MYC*-amplified cell lines (Fig. 4D). *PARP1* expression was not significantly altered upon entinostat treatment in HD-MB03 cells on mRNA level (Suppl. Table 8: *PARP1* unlisted). 

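PARP1 mRNA did not pass the threshold at 24 h or 48 h of entinostat. The gene lies on chromosome 1 of GRCh38.p14 from 226360691 to 226408093. Its probe set had a mean intensity of 3181 ± 217 in DMSO and 3509 ± 162 in entinostat at 24 h, and 3086 ± 52.6 and 3089 ± 88.0 at 48 h (SD, n = 3 arrays each). The log2 fold change was 0.14 at 24 h (standard error 0.06, adjusted p = 0.107 from limma) and 0.00 at 48 h (adjusted p = 0.994). Over both times it was 0.07 (standard error 0.05, adjusted p = 0.273). Without DMSO replicate 2 at 24 h the value at 24 h was 0.19 (adjusted p = 0.0391).

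PARP2, the close paralog, fell from 499 ± 53.6 to 346 ± 35.3 at 24 h and from 514 ± 50.3 to 289.7 ± 19.3 at 48 h (SD, n = 3 each), with adjusted p = 5.34e-05 at 48 h. PARP10, a mono-ADP-ribosyltransferase, had log2 fold changes of -0.87 and -0.93, and PARP16, a family member of the endoplasmic reticulum, -0.40 and -0.80. Without probe sets ending in _x_at or _s_at, which can bind several genes, PARP10 had -0.21 (adjusted p = 0.129) and -0.35 (adjusted p = 0.0101). All probe sets of PARP2 have these endings, so this check could not test it. Of 18 measured genes of the family, 7 were lower, 3 higher and 8 not past at 24 h, and 5 lower, 3 higher and 10 not past at 48 h (7 and 7 lower when adjusted over the list alone). With camera the list did not pass at 24 h (adjusted p = 0.23) or 48 h (adjusted p = 0.11).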

On protein level we observed significantly reduced but readily detectable amounts of PARP1 protein after entinostat treatment, (Fig. 4B, Suppl. Figure 3A). We confirmed target presence in primary MB tumors by analyzing publicly available mRNA [4] and protein [23] expression data sets. *PARP1* showed strong expression on both mRNA (Fig. 4E top) and protein level (Fig. 4E bottom) in primary *MYC*-amplified MB tumors of subtype II with a trend towards or significantly higher expression compared to all other subtypes. Additionally, PARP1 expression significantly correlated with *MYC* expression on mRNA level in Group 3 tumors (Fig. 4F). *PARP2* expression levels did not differ significantly between Group 3/4 subgroups I-VIII (Suppl. Figure 3B).

We conclude that PARP1 is abundantly expressed in *MYC-*driven MB and that our cell culture models are suitable to study joint effects of entinostat and olaparib treatment on DDR.

### Entinostat treatment leads to increased DNA damage accumulation upon treatment with olaparib and DNA damaging chemotherapeutics in *MYC*-amplified cell lines

It has been previously shown that the cytotoxic effects of olaparib can be increased by concomitant treatment with DNA-damaging agents such as doxorubicin [32]. To test the impact of a DNA damaging agent in the presence of entinostat and olaparib we quantified the number of DNA DSBs by staining of the phosphorylated histone variant γH2A.X after 24 h of treatment with entinostat, olaparib and doxorubicin in single, double and triple drug treatment. Flow cytometry analysis revealed that single treatments generated comparable amounts of DSBs across all cell lines tested (Fig. 5A). The combination of entinostat and olaparib lead to a significantly increased number of DSBs compared to entinostat single agent treatment only in the *MYC*-amplified cell lines (Fig. 5A). Similarly, and in line with our hypothesis, addition of entinostat to the combination of olaparib and doxorubicin (OD) significantly enhanced the number of DSB formation only in the *MYC-*amplified cell lines (Fig. 5A). Cell cycle analysis by PI staining revealed that olaparib treated cells showed highest γH2A.X positivity in S-phase (Suppl. Figure 3C), in line with DSBs caused by PARP-trapping-induced replication fork collapse. Entinostat and doxorubicin single treatment did not show a cell cycle specific distribution of DSBs (Suppl. Figure 3C). Interestingly, upon triple treatment the *MYC* non-amplified cell line ONS76 showed strongest accumulation of DNA damage in G2/M phase, while the *MYC*-amplified cell lines showed the lowest number of DNA damage in G2/M phase (Suppl. Figure 3C). Comparing the number of cells without (no γH2A.X foci per cell) and with strong accumulation (≥ 10 γH2A.X foci per cell) of DNA damage revealed a significant increase of cells with ≥ 10 γH2A.X foci per cell upon triple treatment compared to DMSO control in *MYC*-amplified MED8A cells (Suppl. Figure 3D). Additionally there were significantly less cells without any γH2A.X focus in double and triple treatment conditions compared to DMSO control (Suppl. Figure 3D). In summary, we observed strong induction of DSBs upon triple treatment specifically in *MYC*-amplified MB cell lines with preferential occurrence during G1/S phases.

**Fig. 5:**
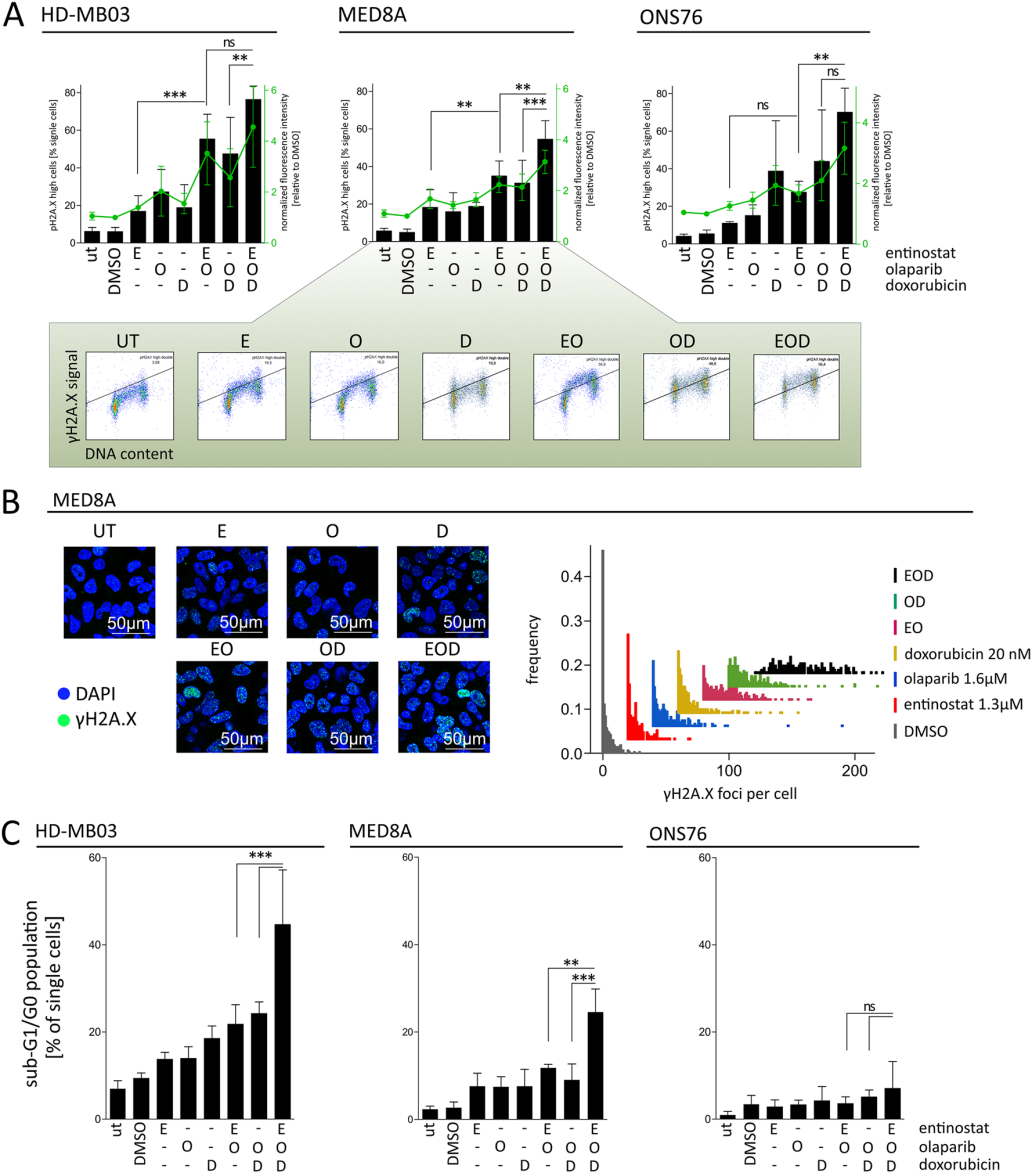

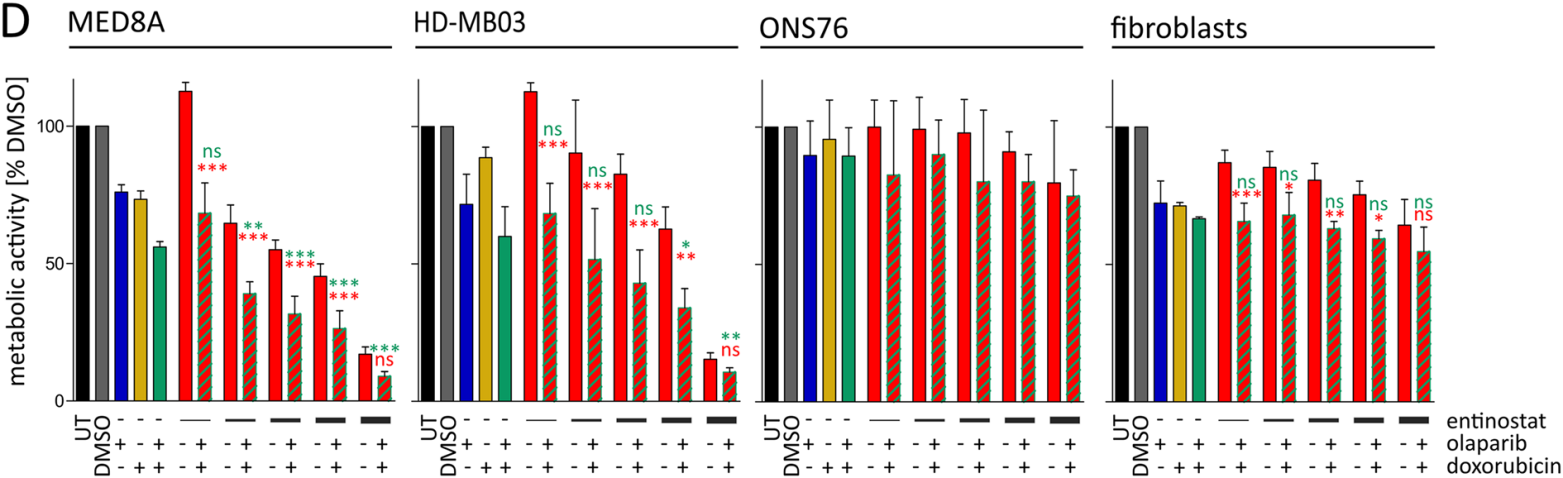
Early formation of DNA DSBs precedes cell death induction in *MYC*-amplified MB cell lines. **A** DNA DSB formation in HD-MB03, MED8A, and ONS76 after 24 h treatment. γH2A.X positive cells (black bars) and FC in mean normalized fluorescence intensity (green line). Depicted are mean values ± SD of at least three independent replicates; *p < 0.05, **p < 0.01; ***p < 0.001; ^ns^ not significant (one way ANOVA). lower panel: representative bivariate scatterplot of flow cytometric analysis of PI and γH2A.X co-staining. PI signal intensity displayed on x-axis, Alexa-488 fluorescence intensity (γH2A.X) on y-axis. **B** [left] representative confocal immunofluorescence microscopy images of γH2A.X staining in MED8A after 24 h treatment. Nuclei are counterstained with DAPI. [right] representative frequency distribution analysis of γH2A.X foci per cell in MED8A. **C** SubG1/G0 cell cycle population analysis after 72 h entinostat (E), olaparib (O), doxorubicin (D) single and combination treatments in two *MYC*-amplified (HD-MB03 and MED8A) and one non-amplified (ONS76) MB cell line determined by flow cytometric assessment of propidium iodide DNA staining. Treatment concentrations for HD-MB03/MED8A: 575 nM/1345 nM Entinostat (E); 50 nM/20 nM Doxorubicin (D); 4.2 µM/1.7 µM Olaparib (O). ONS76 treatment concentrations same as HD-MB03. Fractions of total single cells detected in sub-G1/G0 phase displayed at each treatment condition. Bars depict mean values ± SD of at least three independent replicates. *p < 0.05, **p < 0.01; ***p < 0.001; ^ns^ not significant (one way ANOVA). D: metabolic activity after 72 h olaparib- (O; blue bars), doxorubicin (D; yellow bars) single, olaparib-doxorubicin combination (OD; green bars), increasing concentrations of entinostat (E; red bars) and triple combination treatments (striped bars). Doxorubicin concentration: 10 nM. Olaparib concentrations: 4.1 µM (HD-MB03, ONS76, fibroblasts); 1.7 µM (MED8A). Entinostat concentrations: 250 nM/500 nM/750 nM/1 µM/2 µM in MED8A/HD-MB03; 1 µM/1.5 µM/2 µM/5 µM/10 µM in ONS76/fibroblasts. Significance levels were computed in comparison to entinostat single treatment (red asterisks) and olaparib-doxorubicin combination treatment (green asterisks) *p < 0.05, **p < 0.01; ***p < 0.001; ns not significant (one way ANOVA). *UT* untreated

We assumed that accumulation of DNA damage, particularly during G1/S phases may lead to increased cell death. Indeed, we observed slightly increased sub-G1 fractions compared to single agent treatment in all cell lines after 72 h of double treatments. Importantly a significant increase of the sub-G1 fraction was detected exclusively in *MYC*-amplified cell lines upon triple combination treatment (Fig. 5C; Suppl. Figure 4A, B). Conversely, the *MYC* non-amplified cell line ONS76 showed a G2/M arrest upon treatment (Suppl. Figure 4A, B), which is in line with the preferential occurrence of DSBs during G2/M cell cycle phase. Finally, addition of entinostat (E) to a double treatment of olaparib and doxorubicin (OD) led to a significant decrease in metabolic activity compared to backbone treatment (OD) alone only in *MYC*-amplified MB cells (Fig. 5D). Notably also in non-malignant non-transformed juvenile fibroblasts the triple treatment (EOD) did not cause significantly lower metabolic activity in comparison to single agent treatment with olaparib and doxorubicin (Fig. 5D).

Taken together we observed formation of DSBs as an early response to the triple combination treatment preceding the induction of cell death specifically in *MYC*-amplified MB cell lines.

## Discussion

Promising advances in the genomic, epigenomic, and proteomic characterization of *MYC*-driven MB have not yet resulted in biomarker-guided targeted treatment regimens. Patients with group 3 *MYC*-driven MBs face a very dismal prognosis and novel therapeutic approaches are urgently needed. Here, we analyzed the effect of entinostat treatment on the transcription profile of *MYC*-driven MB cells to better understand why these cells are highly susceptible to class I HDACi treatment and to deduce potential drug partners for synergistic or synthetic lethal combination therapies.

The majority of pathways that were affected by entinostat treatment in our data (DDR, cell cycle, RNA processing, differentiation) has previously been reported to be affected by HDACi also in other cancer entities [33, 34], suggesting that some of these effects may be rather drug class (HDACi) than entity specific. In line with previous findings [35] we also confirmed the enrichment of immunological pathways and upregulation of HLA class I heavy chain paralogues upon entinostat treatment. This supports the role for class I HDACis in immune cancer therapies, which is currently under clinical investigation in several clinical trials [36] (including in pediatric oncology, see for example NCT03838042; nivolumab/entinostat).

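Probe sets for HLA class I heavy chains rose at both times. HLA-B went from a mean intensity of 801 ± 89.4 to 2063 ± 39.6 at 24 h and from 728 ± 30.2 to 1948 ± 63.0 at 48 h (SD, n = 3 each). These are log2 fold changes of 1.37 (adjusted p = 7.28e-08) and 1.42 (adjusted p = 4.8e-08). HLA-C rose by 1.09 and 1.18, HLA-E by 1.26 and 1.23 and HLA-G by 1.69 and 1.44. With its probe set of the highest mean HLA-G rose by 0.98 and 1.08. HLA-F had 1.52 and 1.68. The probe sets of HLA-B, HLA-C and HLA-G all end in _x_at, which marks those that can bind several genes, while HLA-E also has another, from which its values come. The probe set of HLA-F without this ending had 0.19 at 24 h (adjusted p = 0.104) and -0.07 at 48 h (adjusted p = 0.619). MICB, a stress ligand of the NKG2D receptor, rose by 2.16 and 1.86 and PSMB9, a subunit of the immunoproteasome, by 1.00 and 1.02.

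Of 28 measured genes of MHC class I presentation, 13 were higher, 6 lower and 9 not past at 24 h, and 10 higher, 8 lower and 10 not past at 48 h (13 and 12 higher when adjusted over the list alone). With camera the list passed at 24 h (adjusted p = 0.04, and adjusted p = 0.26 with an estimated correlation). It did not pass at 48 h (adjusted p = 0.085), and its interaction did not pass (adjusted p = 0.43). The call at 24 h was lost without DMSO 24 h replicate 3 and without entinostat 48 h replicate 3. With the probe set of the highest mean the list passed at 48 h too. Of 16 MHC class II genes, 8 were higher, 1 lower and 7 not past at 24 h, and 8 higher, 1 lower and 7 not past at 48 h (8 and 8 higher when adjusted over the list alone). This list passed at 48 h (adjusted p = 0.029, and adjusted p = 0.098 with an estimated correlation) and not at 24 h (adjusted p = 0.091), and its interaction did not pass (adjusted p = 0.075). HLA-DRB1 had 0.87 and 1.39 and HLA-DPA1 0.60 and 1.08. Of 31 interferon-stimulated genes, 7 were higher, 2 lower and 22 not past at 24 h, and 7 higher, 3 lower and 21 not past at 48 h (7 and 7 higher when adjusted over the list alone). They passed as a list at neither 24 h (adjusted p = 0.23) nor 48 h (adjusted p = 0.63).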

Our synergy experiments identified synergism of entinostat and PARPis in *MYC*-amplified MB cells lines at translationally relevant drug concentrations with regard to c_max_ reported in patients. Of note, we encountered previously described synergism model limitations in form of inconsistencies between applied synergism computations, leading us to integrate distinct models and emphasizing the importance of synergy validation experiments [37].

We hypothesize that the functional explanation for the observed synergy of olaparib and entinostat is a joint effect on a cell’s DNA damage repair capacity, suggesting a drastically reduced DNA damage repair upon combination treatment. This is in line with our observation of increased levels of DSBs upon combination treatment, which could be dramatically increased by additional treatment with the DNA damaging agent doxorubicin. While PARP inhibition directly leads to reduced DNA damage detection signaling [38], HDAC inhibition treatment has been described to impair NHEJ- or HR-repair by transcriptional repression of involved genes including *ATR*, *ATM*, *BRCA1*, *BRCA2*, *Ku70*, *Ku80*, *DNA-PK*, *ligase IV*, *XRCC4*, *RAD51*, *CHEK1* and *CHEK2* [33, 39]. 

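Of these 12 repair genes, 10 were measured by a probe set with a single symbol, and most of the 10 fell. CHEK2, a checkpoint kinase, went from 439 ± 26.8 to 381 ± 40.0 at 24 h and from 480.5 ± 2.74 to 302 ± 10.2 at 48 h (SD, n = 3 each). These are log2 fold changes of -0.21 (adjusted p = 0.0544 from limma) and -0.67 (adjusted p = 1.93e-05). CHEK1, the effector kinase of ATR, had -0.20 and -0.56, BRCA1 -0.21 and -0.51 and ATM -0.22 and -0.48. XRCC5 and XRCC6, which encode Ku80 and Ku70, had -0.32 and -0.15 at 24 h and -0.38 and -0.17 at 48 h. XRCC4, the partner of DNA ligase IV, had -0.45 (adjusted p = 0.00292) and -0.17 (adjusted p = 0.221). LIG4, DNA ligase IV itself, rose by 0.33 and 0.65. ATR had 0.10 (adjusted p = 0.404) and 0.14 (adjusted p = 0.219). PRKDC, the catalytic subunit of DNA-PK, had 0.12 (adjusted p = 0.388) and 0.13 (adjusted p = 0.333), from a probe set with a mean intensity of 62.5, below the median of each array. Its 2 brighter probe sets had 0.02 and 0.28, and 0.12 and 0.23, past the threshold at neither time.

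Over both times 7 of the 10 were lower, 1 higher and 2 not past the threshold (7 lower and 2 higher when adjusted over the list alone). The list did not differ from the other genes with camera (adjusted p = 0.13 over both times). In 12 refits that each left out 1 array, the interaction of CHEK1 (-0.35, adjusted p = 0.0382) passed in 1, and the calls at 24 h of ATM and XRCC6 were lost in 4 each and those of BRCA1 at 24 h and XRCC6 at 48 h in 1 each. With the probe set of the highest mean, calls were lost for ATM (-0.16 and -0.33, and adjusted p = 0.0849 over both times). They were also lost for XRCC5 (-0.11) and XRCC4 (-0.12) at 24 h and for LIG4 at 48 h (0.49, adjusted p = 0.109). Without probe sets ending in _x_at or _s_at, calls were lost for ATM, for XRCC5 (-0.18 and -0.11) and for XRCC4. Those of XRCC4 were at 24 h and over both times (-0.09, adjusted p = 0.292). CHEK2 and BRCA1 have only probe sets with these endings, so this check could not test them.

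**Figure D1:**
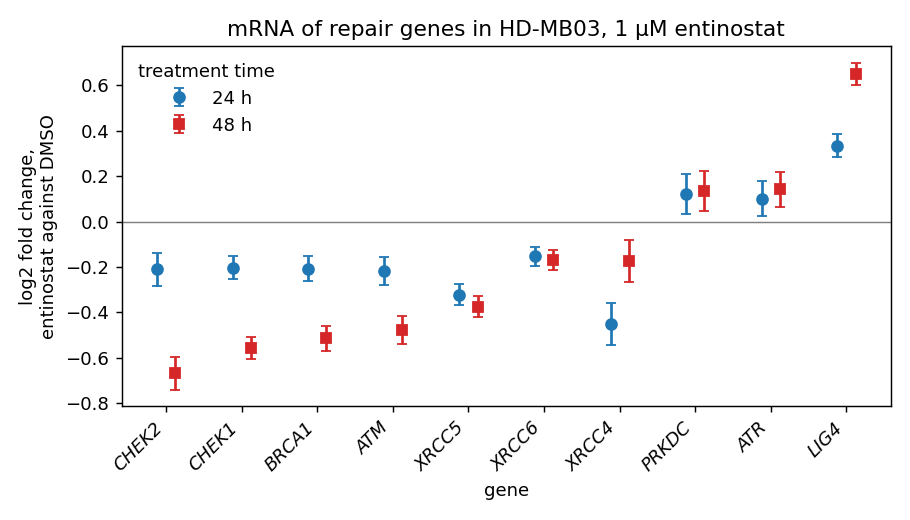
Log2 fold change of 10 repair genes in HD-MB03 cells treated with 1 µM entinostat against DMSO, by gene on the horizontal axis; points are limma estimates at 24 h (circles) and 48 h (squares) and bars the standard error, with 3 arrays per group. Estimates at 48 h run from -0.67 for CHEK2 to 0.65 for LIG4.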

The expression of all of these genes was also affected by entinostat treatment in our data. Considering this highly consistent deregulation of DDR genes upon HDACi treatment, we assume that also other, clinically less advanced compounds interfering with DDR such as CHEK1/2 kinase inhibitors, DNA-PK inhibitors or ATR inhibitors may be promising combination partners for entinostat in this context.

Synergistic interaction of HDACi and PARPi has been previously described in vitro and in vivo including the combination of vorinostat/olaparib in GBM cell lines [40], entinostat/olaparib in HR-proficient ovarian cancer cells [39], as well vorinostat/veliparib, vorinostat/olaparib and belinostat/olaparib in triple negative breast cancer cells and xenograft models [41, 42]. Three clinical trials are currently investigating this drug class combination (NCT03924245; NCT03742245; NCT04703920) in gynecological entities.

Notably, in our data *MYC*-amplified MB models showed increased susceptibility to both single agent and combination treatment compared to non-*MYC* amplified MB cells. Investigation of gene expression and protein expression data of primary MB confirmed high PARP1 expression and correlation with *MYC* expression, particularly in subtype II MB samples. This is in line with previously published data showing elevated PARP1 expression in MB correlating with poor disease outcome [43]. We hypothesize that MB cells with high *MYC* expression are prone to acquire DNA damage caused by MYC-mediated replication stress, which may explain why *MYC*-amplified MB cells are particularly dependent on a functioning DNA damage signaling and repair machinery. This is in line with previously published data showing increased sensitivity of cancer cells with high *MYC/MYCN-*expression to PARPi including glioblastoma stem-like cells, neuroblastoma, multiple myeloma and medulloblastoma cells in vivo and in vitro [44–47]. The data provided here on a possible co-localization of MYC and PARP1 has not been previously described and warrants further investigation since it may provide further insight into a mechanistic interaction of both proteins. The factor of potential underlying BRCAness, as reported previously in primary group 3 MB samples, might also play a role in the observed sensitivity to PARPi [4, 48].

Our data suggest that additional induction of DNA damage (i.e. with doxorubicin) may be beneficial to fully exploit the reduced DDR capacity of cells treated with entinostat and olaparib. The combination of PARPi with a DNA-damaging chemotherapy is already being investigated in adult (NCT03161132; NCT00740805) and pediatric clinical trials (NCT02813135; NCT03749187; NCT02044120) [32, 49]. Importantly in the field of neuro-oncology several trials investigate PARPi treatment in combination with radiotherapy and/or temozolomide in HGG (NCT03581292; NCT03212742; NCT03749187).

However, the combination of a PARPi plus a DNA damaging chemotherapeutic agent shows important and dose limiting myelotoxicity in the clinic [50]. Accordingly, the identification of predictive biomarkers to select patients that are most likely to benefit from such a treatment, possibly at comparably low and thus better tolerable concentrations is crucial for a successful translation into the clinic. Our data suggests that entinostat might confer selectivity of DNA damage accumulation in *MYC*-driven MB cells and reduce DNA damage tolerance selectively in transformed cells, thereby overcoming previously reported normal tissue toxicities [50]. Further studies are needed to investigate the toxicity profile of this triple drug combination in in vivo models.

## Conclusion

In summary, our data provide evidence for a synergistic interaction of class I HDACi entinostat and PARPis in *MYC*-amplified MB cell lines inducing increased sensitivity to the DNA damaging agent doxorubicin. Further in vivo investigations are warranted to explore the value of MYC as a predictive biomarker and to explore the translational potential of this novel drug combination for the treatment of patients with *MYC*-amplified MB.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1
Figure S1 EnrichmentMap for of GSEA of DEGOA. Results of the GSEA for KEGG, Reactome and GO-Database in DEGOA. Enriched gene sets with FDR < 0.1 are visualized through biofunctional clustering using EnrichmentMap. Positively enriched gene sets shown in red, negatively enriched gene sets in blue. Gene sets with overlap in genes cluster together. Dot size correlates with gene set size. Biomechanisms highlighted in yellow are targeted by the final five compounds.
Figure S2. Single treatment dose response profiles of idasanutlin, olaparib, selinexor, ribociclib, vinblastine and the PARPi niraparib, pamiparib, veliparib in MB cell lines. A: Single dose-response curves of metabolic activity read-out after 72h treatment with idasanutlin, olaparib, ribociclib, selinexor, vinblastine in MYC-amplified (warm colors) and non-MYC-amplified MB cell lines (grey shades). Depicted are mean values ± SD relative to DMSO solvent control. Relative IC50 values of each drug in the corresponding cell line are listed in grey boxes. B: Comparison of IC50 values (dots, left y-axis) between MYC-amplified (left) and non-MYC-amplified MB cell lines (right) for idasanutlin, olaparib, selinexor, ribociclib and vinblastine. C: Single dose-response curves of metabolic activity read-out after 72h treatment with and niraparib, pamiparib, veliparib, legend and statistics as in (A)
Figure S3 Quantification of DNA damage by γH2A.X staining. A: Bar graph depicts densitometric analysis of PARP1 signal intensity relative to actin in three biological replicates of western blot shown in Fig. 4B Significance calculated comparing each column to the 24h untreated condition, *p < 0.05, ns = not significant, (one way ANOVA). B: Box-dot plot comparing PARP2 mRNA expression in primary MB group3/4 subtypes. Dots represent single samples. Boxes extend from 25-75th percentiles, whiskers extend from 5-95th percentiles, lines at median. *p < 0.05, **p < 0.01; ***p < 0.001; ns not significant (one-way ANOVA with Bonferroni's Multiple Comparison Test). C: Visualization of mean FC in normalized γH2A.X fluorescence intensity separately for cell cycle phases of cycling cells compared to DMSO control after 24h single treatment with Entinostat, Olaparib, Doxorubicin and the respective triple combination treatment depicted as heat map. Treatment concentrations correspond to Fig. 5A. Mean FC values are displayed in the respective squares and were calculated for at least three independent replicates. D: Bar graph depicting the percentage of cells without γH2A.X foci (green) and with more than 10 γH2A.X foci per cell (black) in MED8A cells at the indicated treatment conditions determined by immunofluorescence microscopy. Experiments are performed in biological triplicates. Significance calculated comparing each column to the respective DMSO control, *p < 0.05, **p < 0.01; (one way ANOVA).
Figure S4 Integral cell cycle profile analysis for entinostat, olaparib and doxorubicin single-, double-, and triple treatment at 72h. A: Cell cycle distribution of sub-G1/G0- , G1-, S-, and G2M-population in % of single cells measured after 72h treatment with entinostat (E), olaparib (O), doxorubicin (D) and the respective combinations. Treatment concentrations correspond to Fig. 5C. Bars depict mean values ± SD of at least three independent replicates. B: Visualization of mean FC in cell cycle population compared to DMSO control after 72h single treatment with E, O, D and the respective triple combination treatment depicted as heat map. Treatment concentrations correspond to Fig. 5C. Mean FC values are displayed in the respective squares and were calculated for at least three independent replicates.

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository under GSE accession number GSE232148.

How the deposited data were processed for this re-analysis (not part of the article)

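RNA of HD-MB03 cells treated with 1 µM entinostat or DMSO for 24 h or 48 h was measured on 12 Affymetrix Human Genome U133 Plus 2.0 arrays, 3 per group. The intensity values were, according to the authors, made by GCRMA normalization at a core facility, and the paper's methods also name a log2 transformation. As deposited, the intensities are on a linear scale and nearly equal in distribution between arrays, so log2 was taken here. The lowest log2 value is 5.2, which leaves a background level in the values, so the deposited values may be another export than the one analysed in the paper, for example without the GCRMA background step. The version of GCRMA is not given in the paper's text. The number of arrays limits the precision.

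Of the probe sets, 62 controls were left out, and 2 cells of the table were empty. Among those tested, 1801 probe sets carry several gene symbols and 11721 none, and these name no gene. For the 10523 genes with several probe sets, the one with the strongest treatment effect over both times was taken, following the paper's methods for gene sets. This choice disfavours probe sets whose effect changes sign between the times. In R 4.3.3, limma 3.58.1 was fitted to all arrays with 1 coefficient per group. The comparisons were entinostat against DMSO at 24 h, at 48 h and over both times in an additive model, and the interaction of treatment and time. Benjamini-Hochberg adjustment ran over all probe sets, with a threshold of 0.05. Gene lists were tested with limma's camera at its preset correlation of 0.01 and with an estimated correlation. Replicate numbers were not taken to pair the arrays.

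The comparisons, tests, alternatives, 51 gene lists and the rule for named genes were fixed before the data were examined. Named are the genes the study names, the 10 largest rises and falls at each time among genes whose arrays do not overlap, the 10 largest over-additive changes in each direction, the 5 largest changes of sign in each order, and up to 4 members per list. The first entries of Suppl. Table 8 and the genes of Fig. 4A had been seen when this rule was written, and the text gives a part of the genes it names. The alternatives were a filter on dim probe sets, centred arrays, quantile normalization, another prior, separate fits per time, a replicate block, other choices of probe set, other thresholds and adjustments, and leaving out each array in turn. A filter at a log2 of 7, a normexp background correction with an offset of 50 and the subtraction of 30 from every value were added after the data were seen. The procedure was tested on simulated data. It recovered 7, 39 and 50 of 50 genes given log2 changes of 0.25, 0.5 and 1, and called 3 of 19523 unchanged genes. Of 24, 26 and 24 genes given these changes at 24 h and 2 times as much at 48 h, it called 0, 10 and 22 over-additive. Few genes changed in the simulation (19523 of 19773 unchanged), whereas 37.5% of genes passed at 24 h in the data. Its rates of recovery and false calls thus need not hold for the data. KEGG, Reactome, GO and Ingenuity gene sets were not at hand, and the drug, protein and DNA damage assays were not analysed here.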

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

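The tests that exchange the DMSO arrays alone were chosen only after the result was seen. The results here differ between 24 h and 48 h of entinostat by the test of the interaction of treatment and time. Downward interactions of gene lists had adjusted p from camera of 4.2e-07 for E2F and G1/S genes, 4.2e-07 for the kinetochore and spindle checkpoint, 9.8e-07 for mitotic cyclins and regulators, 0.0012 for homologous recombination, 0.0012 for the ATR checkpoint, 0.0014 for cholesterol synthesis and 0.0026 for DNA replication. They were 0.0029 for base excision repair, 0.0088 for the unfolded protein and heat shock response and 0.012 for the targets of the 5 drugs. Most of these targets are tubulins. For mismatch repair the value was 0.017 and for neuronal differentiation 0.031. Upward interactions had 0.00012 for the proteasome, 0.00014 for ribosome biogenesis and MYC targets, 0.0047 for the mitochondrial ribosome and 0.016 for oxidative phosphorylation. With an estimated correlation, none of these lists passed. With fry the mitochondrial ribosome (adjusted p = 0.091), oxidative phosphorylation (adjusted p = 0.068) and neuronal differentiation (adjusted p = 0.051) did not pass either, and leaving out 1 array neuronal differentiation was lost in 4 of 12 refits and the mitochondrial ribosome, oxidative phosphorylation and the unfolded protein and heat shock response in 1 each. Splits that exchange entinostat arrays between the times give at most 8 lists, as the time effect in these arrays then enters the spread, and do not test the number. With the DMSO arrays alone exchanged, 10 splits are too few for a share under 0.05: 16 lists passed, reached in 1 split, the real one, with at most 14 in another.

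Among the genes given in the text, which are a part of those named by the rule, 32 had an interaction past the threshold, of which 15 passed in every refit that left out 1 array. The latter had interactions, on the log2 scale, of -1.69 for NEFH, -1.44 for MFAP4, -1.19 for SUSD2, -0.98 for ERFE, -0.95 for GNB3, -0.86 for MARCKSL1, -0.76 for NEIL2, -0.66 for OAT, 0.74 for IFI6, 0.83 for DPCD, 0.84 for FARS2, 0.89 for RBP7, 0.95 for ID1, 1.00 for BLVRB and 1.16 for TMEM133. The others were lost in at least 1 refit, 13 of them in more than 6, and had -2.04 for DHRS2, -0.72 for H2AC25, -0.70 for USP18, -0.61 for E2F7, -0.58 for TUBB2A, -0.55 for DENND6A, -0.42 for BRIP1, -0.42 for TUBB3, -0.40 for PARP16, -0.38 for CDKN2B, -0.35 for CHEK1, 0.43 for U2AF2, 0.63 for PDE6H, 0.69 for KIF9, 0.83 for IER3, 1.55 for SYNPR and 1.70 for NRP2. Without DMSO 24 h replicate 1, where another probe set represented NRP2, its interaction was 0.32. Another probe set also represented H2AC25 without DMSO 24 h replicate 2 and KIF9 in refits that lost its interaction. With the probe set of the highest mean that of NRP2 was 0.73 (adjusted p = 0.0577) and that of DHRS2 -1.16 (adjusted p = 0.0936), and without probe sets ending in _x_at or _s_at that of KIF9 was 0.07 (adjusted p = 0.843) and that of U2AF2 0.06 (adjusted p = 0.889). For the counts behind these genes, the 90 splits that exchange entinostat arrays give at most 0 over-additive genes, 4 opposite genes and 1 gene with an interaction, for the same reason, and test nothing. With the DMSO arrays alone exchanged, 10 splits are too few for a share under 0.05. The 106 over-additive genes were reached in 1 of them, the real one, with 47 to 92 in the others. The 22 genes changed in opposite directions were reached in 4, with up to 31 in another, and the 347 genes with an interaction in 2, with up to 362.

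The genes of homologous recombination, the ATR checkpoint and the Fanconi anemia pathway had a median interaction of -0.12. A shift of all genes left by the normalization stays open: the median over all genes was 0.0583 of that of the repair genes in size (from 0.041 to 0.0752 leaving out 1 array), but the nearly equal array medians hold it near 0. RNA quality stays open too: with the GAPDH difference of each array as a covariate the median was 0.883 of its size, from 0.726 to 1.12 leaving out 1 array. Fewer cycling cells at 48 h of entinostat may account for it, since replication and mitosis genes in none of the repair lists had a median interaction 1.71 times that of the repair genes (from 1.47 to 2.18). The share of cycling cells was not measured on these arrays, and an effect on repair genes apart from the cell cycle stays open.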

How the results depend on the processing

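Of what is given here, the filter at a log2 of 7, the normexp correction and the subtraction of 30 were tests chosen only after the data were seen. The counts of genes changed at 24 h, at 48 h, at either time, the same way and over both times stayed within 1.5 times their value in every alternative run except a log2 fold change of at least 1, which gave 739, 805, 995, 549 and 723, and 2 over-additive, 0 opposite and 17 interaction genes. At an adjusted p under 0.01 there were 22 over-additive, 4 opposite and 60 interaction genes. Opposite genes numbered 12 with each time fitted alone, 51 with the probe set of the highest mean and 34 when adjusted over genes. Over-additive genes numbered 733 at an unadjusted interaction p and 198 with the interaction adjusted only over genes changed the same way. The filter at 7 gave 182 over-additive, 51 opposite and 603 interaction genes, and the subtraction of 30 gave 22, 10 and 63. The filter at a log2 of 4 removed 0 probe sets and tests nothing. With an estimated correlation 0, 1, 1 and 0 lists passed at 24 h, at 48 h, over both times and for the interaction. With fry, which does not compare a list with other genes, 47, 42, 48 and 18 passed in the same order; for the interaction 3 were lost and 5 gained. Arrays of the same replicate number had correlations of their deviations from -0.061 to 0.202, over 0.1 in 4 of 18 pairs, against 0 of 36 pairs of different numbers (highest 0.072), and 9 of 12 arrays were closest to their own number. This hint comes from the data, not the design, and as not every pair exceeded 0.1 no pairing was taken. With a replicate block there were 7475 genes at 24 h, 7651 at 48 h, 5776 changed the same way, 118 over-additive, 24 opposite and 366 interaction genes. Under the block other probe sets represented NRP2, with 0.37 at 24 h (adjusted p = 0.0608) and an interaction of 0.52 (adjusted p = 0.23), and CHEK1, with an interaction of -0.15 (adjusted p = 0.464), and the interactions of TUBB3, BRIP1, E2F7 and CDKN2B did not pass.

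Leaving out each array in turn gave 6419 to 7524 genes at 24 h, 6714 to 7618 at 48 h, 8702 to 9030 at either time, 5142 to 5479 the same way, 8798 to 9042 over both times, 38 to 71 over-additive, 11 to 22 opposite and 107 to 250 interaction genes. The last 3 were lowest without DMSO 48 h replicate 3, DMSO 48 h replicate 1 and DMSO 48 h replicate 3. Lists numbered 10 to 16, 20 to 23, 15 to 21 and 15 to 17. Reversed values came with a change of probe set. MDM2 was -0.17 at 24 h, -0.10 at 48 h and -0.14 over both times with the replicate block, -0.20 and -0.12 at 48 h and over both times with the probe set of the highest mean, -0.17, -0.12 and -0.15 without DMSO 48 h replicate 2, and -0.17, -0.15 and -0.16 without entinostat 48 h replicate 1. COL1A1 was -0.15, -0.11 and -0.13 with the probe set of the highest mean. HLA-F at 48 h was -0.071 without probe sets ending in _x_at or _s_at. With the probe set of the highest mean DHRS2 was 2.02 and 0.86, TUBB3 0.26 (adjusted p = 0.00567) and -0.18, HLA-F 0.55 at 24 h (adjusted p = 0.0648) and HLA-G 0.98 at 24 h. Without probe sets ending in _x_at or _s_at CDKN2A was 0.26 and 0.56, ERCC1 0.48 at 24 h and TUBB -0.31 at 48 h. Genes with only such probe sets, among them MYC, PARP2, CHEK2, BRCA1, CDK4, HDAC3, TUBA1A and TUBB2B, could not be tested in this way. With each time fitted alone the calls of H2AC25 at 24 h and of MYC, XRCC6 and DENND6A at 48 h were lost. HDAC2 was -0.27 at 24 h and -0.22 over both times without entinostat 24 h replicate 2. The highest values on leaving out 1 array were 0.6 and 0.367 for these, and 0.235, 0.426 and 0.286 for MDM2 at 24 h, at 48 h and over both times. Fewer genes pass a stricter threshold by construction; otherwise the cause was not tested. The background in the values limits what dim probe sets can show.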

Differences from the paper's values

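The filter at a log2 of 7 named here was the only test in this part chosen after the result was seen. The paper's number of over-additive genes is 225 and the number here 106. For counts and shares, no difference here means a value within 1.5 times the paper's. Of 25 alternatives set before the data were examined, only the interaction adjusted over genes changed the same way gave no difference. For those going up the paper's number is 88 and the number here 53, with no difference under the replicate block, the adjustment over genes after choosing probe sets and that same adjustment of the interaction. For those going down the paper's number is 137 and the number here 53, and the paper's share of the genes changed the same way is 4% against 1.86% here. Both have no difference only under the interaction adjusted over genes changed the same way. The filter at a log2 of 7, chosen after seeing the values, gave 182 over-additive genes and drops 523 of 1998 probe sets read from the paper's Suppl. Table 8.

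The paper's number of genes changed in opposite directions is 119 against 22 here, of which 59 in the paper against 8 here went first up and then down. First down and then up went 60 in the paper and 14 here, and the paper's share relative to the genes changed the same way is 2% against 0.39% here. None of the 24 alternatives set before the data were examined reached these values, the highest count being 51. That count came with the probe set of the highest mean. The choice by the effect over both times disfavours probe sets that change sign, so part of the gap may be built in.

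Of Suppl. Table 8 the first 1998 entries were at hand. All 1998 have the same sign here, and 1964 passed here. The genes compared by name below all rose, and no falling gene was compared by name. The paper's log2 fold changes against those here over both times are 6.50 against 3.69 for TUBB2B, 5.87 against 2.90 for DHRS2, 6.60 against 3.32 for CCK, 5.35 against 2.44 for NEFH, 6.51 against 3.37 for MAN1A1, 5.65 against 2.97 for FKBP1B. They are 6.28 against 2.85 for SPINK2, 6.19 against 2.92 for SYNPR, 4.89 against 3.03 for IER3, 5.52 against 2.78 for BLVRB, 6.45 against 2.91 for COL1A1, 4.81 against 2.65 for RBP7. For these genes every alternative set before the data were examined left a difference. For MT1X the paper's value is 1.96 against 1.84 here. The 20 alternatives gave 1.8 to 1.89, all below the paper's value. Of these, 6 counted as no difference, namely quantile normalization and refits without 1 array. The spread of MT1X in the main fit was 0.117.

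The paper states that entinostat affected the expression of all the repair genes it lists. Of the 10 measured here, 7 were lower over both times, and LIG4 was higher, with 0.33 and 0.65 at 24 h and 48 h. ATR had 0.10 and 0.14 and PRKDC 0.12 and 0.13, past the threshold at neither time. The value of PRKDC comes from a dim probe set, and its 2 brighter ones passed at neither time. ATM did not pass over both times with the probe set of the highest mean (-0.24, adjusted p = 0.0849). ATR passed at 48 h without DMSO 48 h replicate 1 (0.225, adjusted p = 0.0328), and PRKDC at 48 h without DMSO 24 h replicate 2, where one of the brighter probe sets represented it (0.284, adjusted p = 0.00701). Over both times ATR passed without the same array (0.156, adjusted p = 0.0247), and PRKDC without the same array (0.248, adjusted p = 0.00164) and without DMSO 48 h replicate 3 (0.169, adjusted p = 0.0342).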

Other observations

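The tests of a normalization shift behind the rises and of both explanations for Suppl. Table 8 were chosen only after the result was seen. Of 11 metallothionein genes, 9 were higher over both times, 0 lower and 2 not past the threshold (9 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.4e-05, and adjusted p = 0.096 with an estimated correlation). MT1E, MT1X and MT1H, which bind zinc and copper, had log2 fold changes of 2.02 and 2.17, 1.79 and 1.88, and 1.77 and 1.86. Of 24 immediate early genes, 15 were higher over both times, 1 lower and 8 not past the threshold (15 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00021, and adjusted p = 0.15 with an estimated correlation). Of 32 stem and progenitor genes, 12 were higher over both times, 12 lower and 8 not past the threshold (13 higher and 12 lower when adjusted over the list alone; camera adjusted p = 0.64, and adjusted p = 0.68 with an estimated correlation). SOX9, a progenitor factor, ID3, an inhibitor of basic helix-loop-helix factors, and HEY1, a Notch target, rose by 1.88 and 2.29, 1.70 and 2.25, and 2.33 and 2.18, while LIN28B, which blocks let-7 maturation, had -0.95 and -0.86. Of 30 photoreceptor genes, 7 were higher over both times, 11 lower and 12 not past the threshold (7 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.64, and adjusted p = 0.8 with an estimated correlation). SAG, the rod arrestin, and PDE6H, a cone phosphodiesterase subunit, rose by 1.26 and 1.95 and 0.90 and 1.53, while IMPG2, a matrix protein of photoreceptors, and GUCA1A, an activator of guanylate cyclase, had -1.58 and -2.20 at 48 h. USP18 fell while the interferon-induced IFI6, ISG15 and HERC5 rose by 1.39 and 2.13, 0.76 and 0.82, and 1.78 and 1.29. Probe sets past the threshold in opposite directions were found for 162 genes.

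Splits of the arrays by treatment within each time tested the counts over treatment. At 24 h the 7409 genes compare with at most 1 in another split and at 48 h the 7568 with at most 1; 10 splits are too few for a share under 0.05. Chance can be excluded for the 9270 genes at either time (highest other split 3446), the 5685 changed the same way (1) and the 9260 over both times (748), each reached in 1 of 100 splits, the real one included. It cannot be excluded for the 18 lists over both times, reached in 7 of 100, with up to 21 in another split. The 6 other splits that reach it keep the real treatment labels at 48 h and so hold part of the effect, and the 81 splits that keep them at neither time give at most 16.

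More genes rose than fell by a log2 change of 1 or more, by ratios of 3.35 at 24 h and 2.53 at 48 h. A shift of all genes left by the normalization stays open, as centring moved an array by at most 0.014, too little for a test; the smaller ratio was then 2.39. The floor of the values, below which dim probe sets cannot fall, stays open too: among 5398 bright genes the ratios were 1.55 and 1.46, on either side of the bound of 1.5 set for it. No biological explanation was tested.

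The paper's log2 fold changes in the first 1998 entries of Suppl. Table 8 were a median of 2.01 times those here. The genes of these entries compared by name all rose. Another log base or a sum over both times is argued against, as these need the same ratio at every brightness, and it ran from 2.49 in the dimmest of 4 groups of the listed probe sets to 1.33 in the brightest. A background level left in the deposited values is a candidate explanation, since the ratio was 1.87 times as large in the dimmest as in the brightest group. With 30 subtracted from every value the median ratio was 1.51. A part of the gap is thus left, and the values behind the table were not used here.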
